# High-Throughput Genetic and Gene Expression Analysis of the RNAPII-CTD Reveals Unexpected Connections to SRB10/CDK8

**DOI:** 10.1371/journal.pgen.1003758

**Published:** 2013-08-29

**Authors:** Maria J. Aristizabal, Gian Luca Negri, Joris J. Benschop, Frank C. P. Holstege, Nevan J. Krogan, Michael S. Kobor

## Abstract

The C-terminal domain (CTD) of RNA polymerase II (RNAPII) is composed of heptapeptide repeats, which play a key regulatory role in gene expression. Using genetic interaction, chromatin immunoprecipitation followed by microarrays (ChIP-on-chip) and mRNA expression analysis, we found that truncating the CTD resulted in distinct changes to cellular function. Truncating the CTD altered RNAPII occupancy, leading to not only decreases, but also increases in mRNA levels. The latter were largely mediated by promoter elements and in part were linked to the transcription factor Rpn4. The mediator subunit Cdk8 was enriched at promoters of these genes, and its removal not only restored normal mRNA and RNAPII occupancy levels, but also reduced the abnormally high cellular amounts of Rpn4. This suggested a positive role of Cdk8 in relationship to RNAPII, which contrasted with the observed negative role at the activated *INO1* gene. Here, loss of *CDK8* suppressed the reduced mRNA expression and RNAPII occupancy levels of CTD truncation mutants.

## Author Summary

RNA Polymerase II (RNAPII) is the enzyme responsible for the transcription of all protein-coding genes. It has a unique extended domain called the C-terminal domain (CTD). This domain is highly conserved across species and is composed of repeats of a seven amino acid sequence. The CTD functions as a recruiting platform for regulatory and RNA processing factors, making the CTD a master orchestrator of transcription. Previous work revealed a critical role for CTD length in the transcription of induced genes. However, how CTD length is generally required for transcription is currently unclear, as is the mechanism underlying the observed suppression of CTD truncation phenotypes by loss of the *SRB10/CDK8* gene. Here, using gene expression microarrays, we determined the set of genes most sensitive to alternations in CTD function and uncovered unexpected links between RNAPII-CTD and Cdk8.

## Introduction

The largest subunit of RNA polymerase II, Rpb1, has a unique C-terminal domain (CTD) composed of the repeated sequence Tyr-Ser-Pro-Thr-Ser-Pro-Ser (Y_1_ S_2_ P_3_ T_4_ S_5_ P_6_ S_7_) [1], [2]. Although the CTD is highly conserved across species, the number of repeats varies in a manner resembling genomic complexity, with 25/26 repeats in *Saccharomyces cerevisiae* and 52 in humans [3]. Deletion of the entire CTD is lethal in budding yeast, while strains carrying 9–13 repeats are viable but display conditional phenotypes [4], [5]. While not required to support basal transcription *in vitro*, the CTD is critical for the response to activator signals *in vivo* [6], [7]. For example, CTD truncation mutants exhibit reduced activation of *INO1* and *GAL10* upon switching to inducing conditions [7].

The CTD is a scaffold for the recruitment of RNA processing and chromatin remodeling factors, a function linked to its differential phosphorylation at specific residues of the heptapeptide repeat [3]. Transcription begins with the recruitment of RNAPII with an unphosphorylated CTD to promoters, where it interacts with components of the transcription pre-initiation complex (PIC) [8], [9]. Following, it is phosphorylated at S_5_ and S_7_ by the general transcription factor TFIIH, facilitating recruitment of capping enzymes and release of RNAPII from promoter-bound elements [10]–[13]. Elongation is characterized by phosphorylation of S_2_ by Ctk1 and Y_1_ and T_4_ by yet unidentified kinases [14], [15]. S_2_ and Y_1_ phosphorylation play a role in the temporal recruitment of elongation and termination factors [15]. Subsequently, termination entails removal of all phosphorylation marks by Fcp1 and Ssu72 to regenerate an initiation competent RNAPII molecule [16]–[18].

While early work aimed at understanding CTD function uncovered a set of *SRB* (Suppressor of RNA Polymerase B) genes, a comprehensive genetic network governing CTD function has yet to be fully elucidated [19]. Of the identified *SRB* genes many encode members of a large multisubunit complex known as Mediator [20]. Mediator was first identified *in vitro* as a cellular fraction that stimulates RNAPII transcription, and is now known to not only physically interact with the CTD, but also to be important for the response to up-stream regulatory signals [21]. Although primarily associated at RNAPII gene promoters, Mediator also resides at open reading frames (ORFs) [22], [23]. Furthermore, Mediator is organized into four functionally distinct submodules: head, middle, tail and Cdk8 module [24]. The head module interacts with the CTD while the tail and middle modules interact with gene-specific and general transcription factors [25], [26]. The Cdk8 kinase module likely associates transiently with the core Mediator complex and has roles in both transcriptional activation and repression [27], [28]. This dual activity is in part mediated by Cdk8's ability to phosphorylate multiple regulatory components of the transcription machinery. These include several transcription factors as well as factors more generally required for transcription such as the CTD itself [27], [29]–[31]. While the mechanistic role of some of these phosphorylation events is unclear, CTD phosphorylation by Cdk8 prior to promoter association inhibits RNAPII recruitment and transcription initiation *in vitro* [29]. In contrast, CTD phosphorylation by Cdk8 and Kin28 following promoter association promotes RNAPII release from the PIC and thus stimulates transcription activation [30].

The work here highlighted the functional circuitry between the RNAPII-CTD and Mediator in the regulation of cellular homeostasis, gene expression, and the transcription factor Rpn4. Our data uncovered a length-dependent requirement of the CTD for genetic interactions and mRNA levels of genes expressed under normal growth conditions. Truncating the CTD primarily resulted in increased expression and RNAPII association at a subset of genes, in part mediated by changes to transcription initiation. These genes had preferential association of Cdk8 at their promoters and were regulated by the transcription factor Rpn4. The expression and RNAPII binding defects of the majority of this subset of genes were suppressed by deleting *SRB10/CDK8*, suggesting that in CTD truncation mutants, Cdk8 functioned to enhance transcription and RNAPII association at a subset of genes. Conversely, our data also revealed that deletion of *CDK8* suppressed the activation defects of CTD truncation mutants at the *INO1* locus thus indicating that Cdk8 also functioned to repress transcription and RNAPII association in CTD truncation mutants.

## Results

### The RNAPII CTD Was Linked to an Extensive Genetic Interaction Network

To broadly determine the requirement of CTD length for cellular function, we used Epistasis Mini Array Profiling (E-MAP) to generate genetic interaction profiles of CTD truncation mutants containing 11, 12, 13 or 20 heptapeptide repeats (*rpb1-CTD11*, *rpb1-CTD12*, *rpb1-CTD13* and *rpb1-CTD20* respectively) against a library of 1532 different mutants involved principally in aspects of chromatin biology and RNA processing [32] (Table S1). CTD truncations were created at the *RPB1* locus by addition of a TAG stop codon followed by a NAT resistance marker. As a control for the genetic integration strategy we also generated *RPB1-CTDWT*, which contained a NAT resistance marker following the endogenous stop codon. While the minimal CTD length for viability is 8 repeats, we focused on strains starting at 11 repeats as mutants bearing shorter CTDs were significantly unstable in our hands, consistent with previous findings [33]. Overall our data revealed a greater number of significant genetic interactions as the CTD was progressively shortened, an effect consistent with increasingly disrupted function (Figure 1A). Furthermore, while hierarchical clustering based on Spearman's rho correlation delineated two major clusters, the first including *rpb1-CTD11*, *rpb1-CTD12* and *rpb1-CTD13* and the second consisting of *rpb1-CTD20* and *RPB1-CTDWT* (Figure 1B), individual genetic interactions revealed more nuanced CTD length-dependent genetic interaction patterns (Figure S1). For example, aggravating interactions were observed with strains lacking *ASF1*, *RTT109* and *DST1* when the CTD was truncated to 13 repeats or shorter, while truncation to 11 repeats was required for aggravating interactions with *SET2*, *RTR1* and *SUB1*. Collectively, this data revealed significant and specific functional alterations to the CTD as a result of shortening its length and suggested that individual pathways required different CTD lengths for normal function. Finally, given that we identified significant genetic interactions with genes involved in a variety of processes, we compared the E-MAP profile of our shortest CTD truncation with all previously generated profiles to determine which pathways were principally affected by truncating the CTD. This analysis revealed that four of the ten most correlated profiles belonged to loss of function alleles of genes encoding subunits of TFIIH and Mediator (*RAD3*, *MED8*, *MED31* and *MED20*) suggesting that shortening the CTD results in genetic interaction patterns most similar to mutants affecting transcription initiation (Figure 1C).

**Figure 1:**
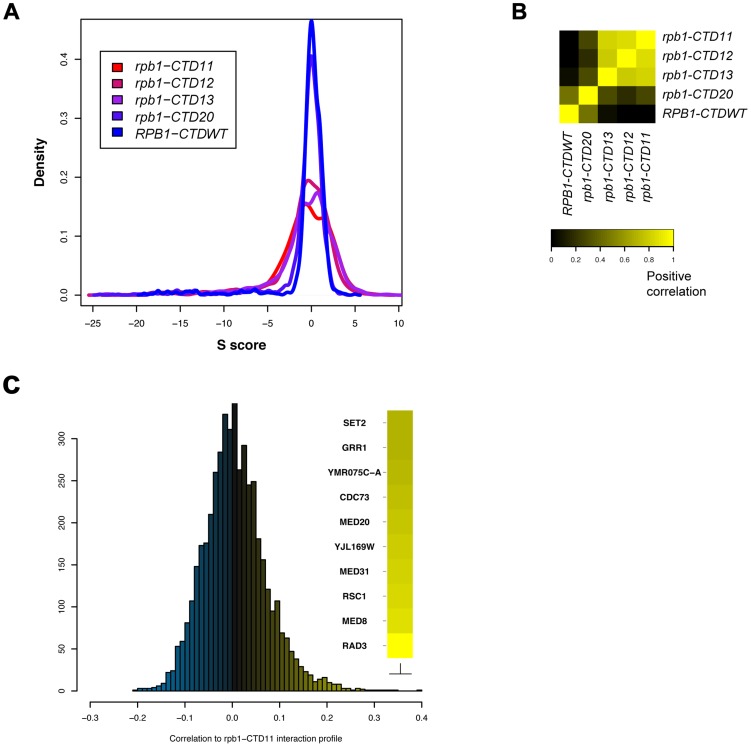
E-MAP uncovered CTD length-dependent genetic interactions with genes involved in transcription. The genetic interaction profile of strains containing 11, 12, 13 or 20 heptapeptide repeats (*rpb1-CTD11*, *rpb1-CTD12*, *rpb1-CTD13* and *rpb1-CTD20*) against a library of 1532 different mutants involved principally in aspects of chromatin biology and RNA processing. CTD truncations were created at the endogenous *RPB1* locus by addition of a TAG stop codon followed by a NAT resistance marker. *RPB1-CTDWT* served as a control and contained a NAT resistance marker following the endogenous stop codon (A) Distribution of S scores for CTD truncation mutants revealed an increase in the number of significant genetic interactions as a result of truncating the CTD. The S score is a modified T-statistic measure, which captures both the confidence and strength of the genetic interaction. Scores greater than 2.0 or less than −2.5 are considered significant. (B) Spearman rho correlation of CTD truncated mutants identified two distinct groups (C) Distribution of Pearson's correlation scores derived from comparing the *rpb1-CTD11* interaction profile to all previously assayed strains.

### CTD Serial Truncations Led to Progressive Changes in Transcription

Although the CTD plays a major role in the response to activator signals *in vivo*, its general involvement in transcription is less well defined. To investigate this important aspect, we generated gene expression profiles of CTD truncation mutants in normal growth conditions (Table S2) (Complete dataset can be found in array-express, code E-MTAB-1431). 

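RNA from cultures of 9 groups was compared on 24 dual-channel microarrays, each carrying the labelled RNA of 1 culture in one dye and a common reference RNA from wild type cells in the other. The groups were wild type, with 8 arrays, and, with 2 arrays each, *RPB1-CTDWT*, which keeps the full-length CTD, *rpb1-CTD20*, *rpb1-CTD13*, *rpb1-CTD12* and *rpb1-CTD11*, named by the CTD repeats left, the double mutants *rpb1-CTD11 cdk8Δ* and *rpb1-CTD12 cdk8Δ*, and a second wild type whose label gives shaking at 330 rpm although the growth protocol gives 230 rpm for every sample. In every group of 2, the sample carried Cy3 on the a array and Cy5 on the b array. Each array held 6388 gene probes of 2 spots each, and 5326 of these probes have a gene name. The deposited scanner files hold the mean intensity of each spot and its local background in both channels. For their own profiles the authors normalized the arrays by print-tip loess without background subtraction, corrected a gene-specific dye bias and tested each strain with limma. Here the deposited intensities were background corrected by normexp with an offset of 50 and normalized by global loess with a span of 0.3, and the spots of a probe were averaged. The log2 ratios of all 24 arrays were fitted together in limma with a term for the dye, so that every group shares 1 estimate of the spread, and p values were adjusted by Benjamini-Hochberg over all probes. The wild type arrays carry the labels k1, k2 and k3, and whether arrays of 1 label share a culture is not stated. All 8 were taken as independent, which the p values of the fit and of the exact tests assume. Pairs of wild type arrays had correlations from -0.0668 to 0.932. The median of the alpha-specific genes, for example, was -0.093 and -0.107 on k1-a and k1-b but 0.158 and 0.2 on k1-c and k1-d. Some wild type arrays may thus share a culture, and the p values would then be too small. The median sample signal of an array was 314 to 1184 against a background of 42 to 71, and 93.0% to 99.1% of the gene probes lay above background in the sample channel, and the number of arrays, 2 per mutant, limits the precision. The truncation mutants were compared with wild type and the double mutants with wild type 330 rpm, as in Table S2, while the Methods name *RPB1-CTDWT* as the control. As in the paper, a gene was called increased or decreased at an adjusted p under 0.01 and a fold change over 1.7. Groups of genes were taken from 31 lists fixed before the data were examined, and the shift of a list against all other genes was tested with camera at a preset correlation of 0.01. Values are log2 fold changes with their standard error unless stated otherwise.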

Similar to the E-MAP data, the expression data revealed a length-dependent requirement for CTD function, with the severity and number of transcriptional changes increasing as the CTD was progressively shortened (comparison of E-MAP vs. expression profiles Pearson's rho 0.57) (Figure 2A and 2B). This gradient effect was clearly visible in the group of genes whose transcript levels decreased upon truncation of the CTD (Figure 2A groups A, B and C constitute genes requiring greater than 13, 12, and 11 repeats for normal transcription respectively), and thus provided strong evidence of a gene-specific CTD length requirement for normal transcription. 

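Shorter CTDs came with more and larger changes in mRNA levels. In *rpb1-CTD11*, 154 genes were increased and 95 decreased relative to wild type, in *rpb1-CTD12* 103 and 41, in *rpb1-CTD13* 3 and 24, and in *rpb1-CTD20* 1 and 5. Of the 103 genes increased in *rpb1-CTD12*, 58 have a gene name, and with normalization to the spiked-in controls 22 genes were increased in that strain and 481 decreased in *rpb1-CTD13*. In *RPB1-CTDWT*, limma called no gene increased and 5 decreased, with 575 genes at an unadjusted p under 0.05. *LYS1*, the last enzyme of lysine synthesis, rose by 1.32 (SE 0.050, adjusted p = 1.8e-13) in *rpb1-CTD11*, by 0.74 (adjusted p = 2.1e-09) in *rpb1-CTD12* and by 0.34 (adjusted p = 0.00014) in *rpb1-CTD13*. *PHO84*, the high-affinity phosphate transporter, rose by 1.95 (SE 0.18, adjusted p = 1.5e-07) in *rpb1-CTD12* and by 0.94 (adjusted p = 0.0022) in *rpb1-CTD13*, where it had -0.27 (adjusted p = 0.44) with wild type 330 rpm as the control, and it had 0.12 (adjusted p = 0.60) in *rpb1-CTD11*. *RPO21*, the gene of the RNAPII subunit that carries the CTD, fell by 1.32 in *rpb1-CTD11*, 1.34 in *rpb1-CTD12* and 1.57 in *rpb1-CTD13*, and it also fell by 0.97 (adjusted p = 0.0017) in *RPB1-CTDWT*. Not every large change followed the length. *LYS2* rose by 2.91, 2.71, 2.65 and 3.07 in the strains with 11, 12, 13 and 20 repeats, all past the adjusted p, and had 0.03 (adjusted p = 0.97) in *RPB1-CTDWT*. *MET17*, of methionine synthesis, had -4.78, -4.59 and -4.99 with 12, 13 and 20 repeats but 0.98 with 11, all past the adjusted p. Transcripts of the mitochondrial genome also set 11 and 12 repeats apart, with *OLI1* at -5.42 and -5.43 there and -0.15 with 13. How much of the rise in calls from 13 to 12 repeats goes with this difference was not tested.

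**Figure D1:**
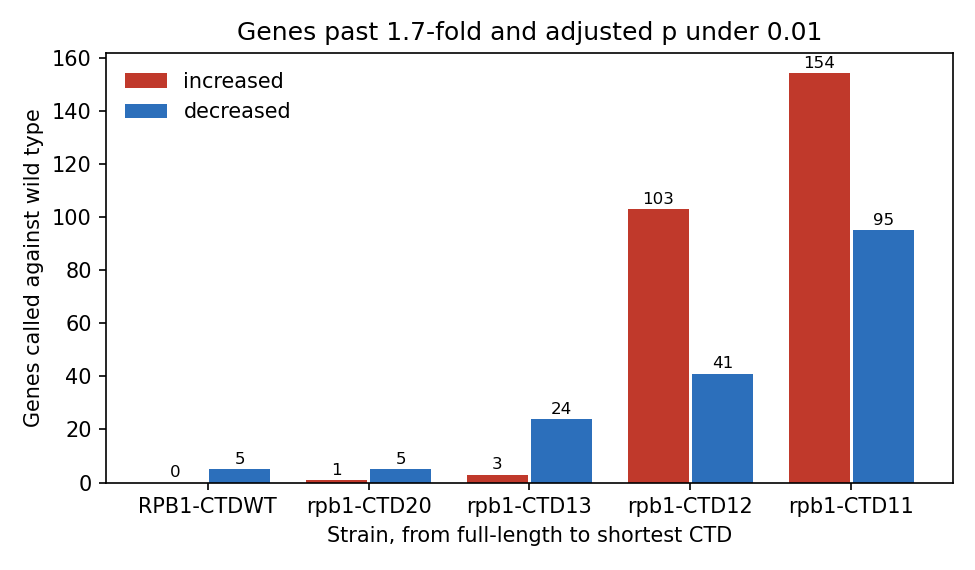
Number of genes with increased (red) and decreased (blue) mRNA levels relative to wild type in each strain, at an adjusted p under 0.01 and a fold change over 1.7. The bars reach 154 and 95 genes in *rpb1-CTD11* and 0 and 5 in *RPB1-CTDWT*, from 2 arrays per strain.

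The direct comparison of *rpb1-CTD11* with *rpb1-CTD12* had 3 genes higher and 17 lower at the same thresholds, and 268 higher and 228 lower at the adjusted p alone. The 33 genes of the proteasome were higher with 11 than with 12 repeats by a median of 0.37 (28 higher and none lower at the adjusted p, camera adjusted p = 1.4e-29, adjusted p = 0.00041 with an estimated correlation). Across genes, which are not independent replicates, the profiles of *rpb1-CTD11* and *rpb1-CTD12* had the highest of the 10 pairwise correlations, with r = 0.824 and a covariance of 0.085. Simulated strains with no change set against the same wild type arrays gave a mean r of 0.202 and a covariance of 0.00076, and with the wild type arrays split between the strains r was 0.795 to 0.820. The correlation of *rpb1-CTD11* was 0.249 with *rpb1-CTD13* (simulated 0.199, covariance 0.0134, split 0.222 to 0.231), -0.0557 with *rpb1-CTD20* (simulated 0.202, covariance -0.0025, split -0.0859 to -0.0618) and -0.122 with *RPB1-CTDWT* (simulated 0.201, covariance -0.00366, split -0.144). That of *rpb1-CTD13* with *rpb1-CTD20* was 0.619 (simulated 0.198, covariance 0.0123, split 0.482 to 0.617). Over the alternatives run it ranged from 0.398 to 0.705, and the large changes of *LYS2* and *MET17*, alike in these strains, enter it. The full-length strain *RPB1-CTDWT* had neither change, with *LYS2* at 0.03 and *MET17* at 0.13. With the wild type arrays split, its r was still 0.344 to 0.384 with *rpb1-CTD13* and 0.339 to 0.475 with *rpb1-CTD20*. Similarity to these strains was thus also seen without the changes of these genes and without a truncation, and its source was not tested. Of the genes called in *rpb1-CTD11*, 42 increased and 40 decreased genes were also called in *rpb1-CTD12*, where independent lists of these sizes would share 2.48 and 0.61. Both lists were called against the same wild type arrays and are thus not independent, and no overlap was simulated for this. Normalized to the spiked-in controls, the share of increased among called genes moved from 71.5% to 37.9% in *rpb1-CTD12* and from 11.1% to 0.207% in *rpb1-CTD13*, where the median of all genes moved to -0.56, as it did to -0.28 in *rpb1-CTD20*, and with median centring alone it moved from 16.7% to 37.5% in *rpb1-CTD20*.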

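Among the 95 genes decreased in *rpb1-CTD11*, 9 were also called decreased in both *rpb1-CTD12* and *rpb1-CTD13*, 31 in *rpb1-CTD12* but not *rpb1-CTD13*, and 53 in neither. Called at 13 repeats already were *FRE1*, a cell surface iron and copper reductase, *INO1*, of inositol synthesis, *BNA1*, of NAD synthesis, and *SNZ3*, a vitamin B6 synthesis gene. *FRE1* fell by 0.86 with 13 repeats (SE 0.094, adjusted p = 6e-06), by 1.10 with 12 and by 2.06 with 11 (adjusted p = 2.2e-12), whereas *INO1* fell by 0.78, 0.80 and 0.79. Called from 12 repeats on were *IMD2*, of GMP synthesis, the biotin genes *BIO3* and *BIO5*, *MET6*, of methionine synthesis, and *STE3*, the receptor of a-factor, with a fall of 0.94 for *IMD2* and 0.84 for *STE3* in *rpb1-CTD12*. Transcripts of the mitochondrial genome were part of this group. Called at 11 repeats alone were the iron transport genes *FET3*, *ARN1* and *FTR1* and the pheromone response genes *GPA1*, *FUS3* and *AGA1*, although *FTR1* already fell by 0.59 in *rpb1-CTD12* (adjusted p = 0.00012) and by 0.49 in *rpb1-CTD13* (adjusted p = 0.0035), under the fold change threshold. The other 2 genes, *SNO2* and *YRO2*, were called with 13 and 11 repeats but not with 12. The median of the 95 genes was -1.0 with 11 repeats, -0.68 with 12, -0.23 with 13, -0.05 with 20 and -0.06 in *RPB1-CTDWT*, and the number that fell at the adjusted p alone was 82 with 12, 30 with 13 and 0 with 20 repeats and 1 in *RPB1-CTDWT*. Of the 154 increased genes, 1 was called in both other strains, 41 in *rpb1-CTD12* but not *rpb1-CTD13* and 112 in neither, with medians of 0.99, 0.62, 0.09, -0.01 and -0.04 in the same order of strains. These genes were selected for their change in *rpb1-CTD11*, and without either the a or the b array of *rpb1-CTD13* 14 genes were called decreased in that strain in place of 24.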

Surprisingly, given the central role of the CTD in RNAPII function, our microarray data identified only 127 genes with significant increases in mRNA levels and 80 genes with significant decreases (p value <0.01 and fold change >1.7 compared to wild type), in strains carrying the shortest CTD allele, *rpb1-CTD11*. 

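After *LYS2*, the named genes with large increases in *rpb1-CTD11* included *SNZ1*, *MAG1*, *ARG1* and *HPF1*, and 4 of the 10 probes with the largest increases have no gene name. *SNZ1*, of vitamin B6 synthesis, rose by 2.06 (SE 0.081, adjusted p = 3e-13), *MAG1*, a DNA glycosylase, by 1.72 (SE 0.089, adjusted p = 1.2e-11), *ARG1*, of arginine synthesis, by 1.44 (SE 0.16, adjusted p = 3.1e-07) and *HPF1*, a cell wall protein, by 1.40 (SE 0.19, adjusted p = 5e-06). *MAG1* differed between its arrays, at 2.19 and 1.26. The largest decreases were in transcripts of the mitochondrial genome, namely *OLI1*, a subunit of the ATP synthase, at -5.42 (SE 0.18, adjusted p = 3.4e-14) and the intron reading frame *AI4* at -4.53, and both lay as low in *rpb1-CTD12*. *AI5_ALPHA*, another of these reading frames, was at least 16.6-fold lower in *rpb1-CTD12*, where it was above background on no array. Among nuclear genes the largest decreases were in *SAG1*, the alpha-agglutinin, which fell by 2.35 (SE 0.14, adjusted p = 6.3e-11), and *MF(ALPHA)2*, an alpha-factor gene, which fell by 2.19 (SE 0.16, adjusted p = 1.7e-09).

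**Figure D2:**
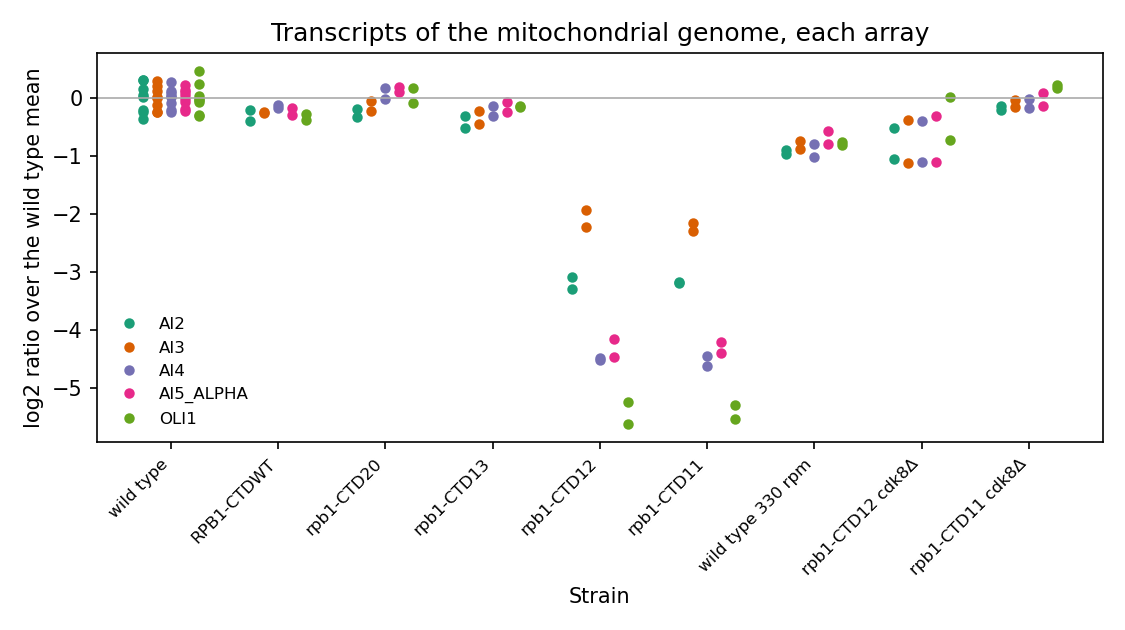
Log2 ratio over the wild type mean (vertical axis) of 5 transcripts of the mitochondrial genome on every array, by strain (horizontal axis), each point 1 array. *OLI1* lies near -5.4 on the arrays of *rpb1-CTD11* and *rpb1-CTD12*.

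Of the increased genes 135 and of the decreased genes 83 are named probes. Without the fold change threshold, 3139 genes, or 49.1% of those tested, passed the adjusted p, at a median absolute change of 0.16 over all genes. Under print-tip loess, with the background correction kept, 130 of the increased and 81 of the decreased genes were called again, and with the spiked-in controls 107 and 88.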

Functional characterization of the set of genes with increased and decreased mRNA levels suggested that the transcriptional alterations were not affecting a random group of genes. Instead, using previously published transcription frequency data, we found that the genes with decreased mRNA levels tended to be highly transcribed with short mRNA half-lives, while the genes with increased mRNA levels were mostly lowly transcribed with long mRNA half-lives (Figure 2C and 2D) [34]. In addition, these genes belonged to different functional gene ontology (GO) categories. The genes with increased mRNA levels were enriched for proteasome and proteasome-associated catabolism processes while the genes with decreased levels were enriched for iron homeostasis, purine metabolism and pheromone response (Table S3). 

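All 33 measured genes of the proteasome rose in *rpb1-CTD11*, while 16 of 28 iron regulon genes, 14 of 24 pheromone response genes and all 4 genes of GMP synthesis fell. The proteasome genes had a median of 0.83 and a range of 0.64 to 1.19, and 28 of them passed the fold change threshold (33 higher and none lower both over all genes and adjusted over the list alone, camera adjusted p = 9.1e-24, adjusted p = 0.0013 with an estimated correlation). *PRE1* and *PRE3* of the 20S core rose by 1.19 (SE 0.039, adjusted p = 3.7e-14) and 1.15 (SE 0.032, adjusted p = 8.2e-15), and *RPT1* and *RPN11* of the 19S particle by 1.11 (SE 0.046, adjusted p = 5.8e-13) and 0.96 (SE 0.042, adjusted p = 1.5e-12). Of 16 genes of the ubiquitin and Cdc48 pathway 15 rose, by a median of 0.83 (camera adjusted p = 3.1e-09, adjusted p = 0.00047 with an estimated correlation), among them the ubiquitin receptors *DSK2* at 1.25 and *DDI1* at 1.04. Of 14 assembly and associated factors 10 rose and 1 fell, with *UMP1* at 1.04 and *ECM29* at 1.17 (camera adjusted p = 4e-05, adjusted p = 0.12 with an estimated correlation).

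**Figure D3:**
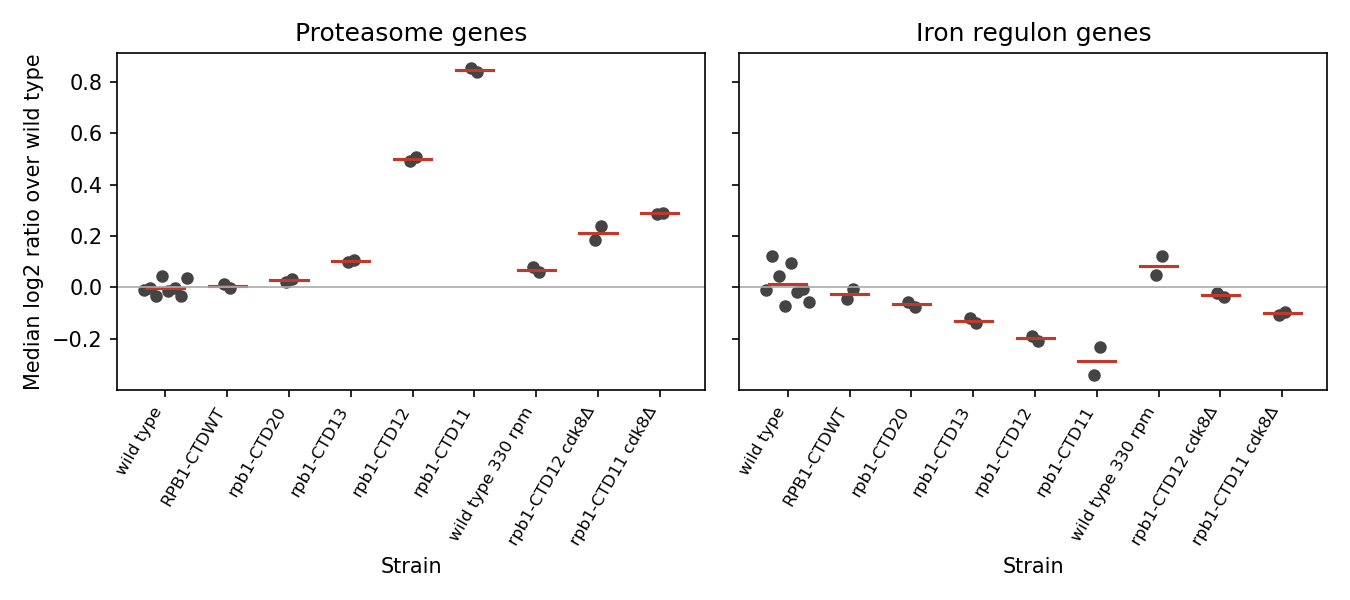
Median log2 ratio over the wild type mean of the proteasome genes and of the iron regulon (vertical axes) on every array, by strain (horizontal axis). Points are arrays and red lines are means of a strain, and the proteasome medians are highest in *rpb1-CTD11*.

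Of 28 genes of the iron regulon 16 fell, 17 when adjusted over the list alone, and 1 rose, at a median of -0.28 (camera adjusted p = 6.8e-05, adjusted p = 0.28 with an estimated correlation). *TIS11*, which promotes the decay of mRNAs under low iron, fell by 1.15 (SE 0.14, adjusted p = 1.2e-06) and *FTR1*, the iron permease, by 1.00 (SE 0.10, adjusted p = 1.3e-07), while *ISU1*, of iron-sulfur cluster assembly, rose by 0.74. The 11 measured genes of purine synthesis had a median of 0.00 (2 higher, 1 lower, camera adjusted p = 0.97), a value whose sign differed under 4 other scalings, with *ADE17* at 0.57 and *ADE12* at -0.39. All 4 genes of GMP synthesis fell, at a median of -0.93, with *IMD2* at -1.25 (SE 0.065, adjusted p = 1.2e-11) and *GUA1* at -0.59 (camera adjusted p = 0.00034, adjusted p = 0.12 with an estimated correlation). Of 24 pheromone response genes 14 fell and 4 rose both over all genes and adjusted over the list alone, at a median of -0.18 (camera adjusted p = 0.0076, adjusted p = 0.24 with an estimated correlation), with *GPA1*, the G protein alpha subunit, at -0.90. The 4 alpha-specific genes all fell, at a median of -1.83, with *STE3* at -1.47 (camera adjusted p = 0.00029, adjusted p = 0.11 with an estimated correlation), while the 7 a-specific genes had a median of 0.00, with 1 higher and 1 lower. The call on the pheromone list was lost under print-tip loess, the spiked-in controls and other settings, at adjusted p of 0.010 to 0.026.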

Finally, these genes were differentially regulated by transcription factors (Figure 2E). The genes whose expression levels decreased were principally bound by Ste12, while those with increased expression were bound by Ume6, Met31, Gcn4 and most significantly by Rpn4 which bound 46% of these genes (p value 1.46E-41).

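In *rpb1-CTD11*, *STE12* and the mating genes *FUS3* and *FAR1* fell, while the pheromone response list held genes that moved either way, and most genes of amino acid synthesis under Gcn4 that changed rose. *STE12* itself fell by 0.48 (SE 0.059, adjusted p = 1.5e-06), and *FUS3*, a MAP kinase of mating, and *FAR1*, a cell cycle inhibitor, fell by 0.77 (SE 0.047, adjusted p = 1.1e-10) and 0.83 (SE 0.072, adjusted p = 1.3e-08). On the increased side, 5 of 7 arginine synthesis genes rose, by a median of 0.58 over the list, with *CPA1* at 0.92 and *ARG3* at 0.96 (camera adjusted p = 0.013, adjusted p = 0.29 with an estimated correlation). Of 32 other amino acid synthesis genes under Gcn4, 17 rose, 18 when adjusted over the list alone, and 6 fell, at a median of 0.22 (camera adjusted p = 0.0055, adjusted p = 0.32 with an estimated correlation), with *HIS5* at 0.92, *TRP5* at 0.85 and *ARO1* at 0.81. *GCN4* mRNA had 0.05 (adjusted p = 0.50). Of 22 genes of the sulfur and methionine pathway under Met4 and Met31, 12 rose and 4 fell, at a median of 0.17 (camera adjusted p = 0.14), and the members with the lowest p moved apart, the transporter gene *MUP3* at 0.68 and *SAM2*, of S-adenosylmethionine synthesis, at -1.03. *MET31* mRNA had -0.07 (adjusted p = 0.17). Of 15 early meiotic genes under Ume6, 2 rose and 4 fell, at a median of -0.01 (camera adjusted p = 0.60), with *REC104* at 0.70 and *SPO11* at -0.52, and *UME6* mRNA had 0.00 (adjusted p = 0.94). Among the other genes the paper names, *ATR1*, a transporter gene of the Yap1 regulon, rose by 1.33 (SE 0.081, adjusted p = 1.1e-10) and *IDH1*, of the tricarboxylic acid cycle, by 1.22. The lists hold known targets and not the bound promoters of the database used in the paper, whose enrichment was not repeated here.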

**Figure 2:**
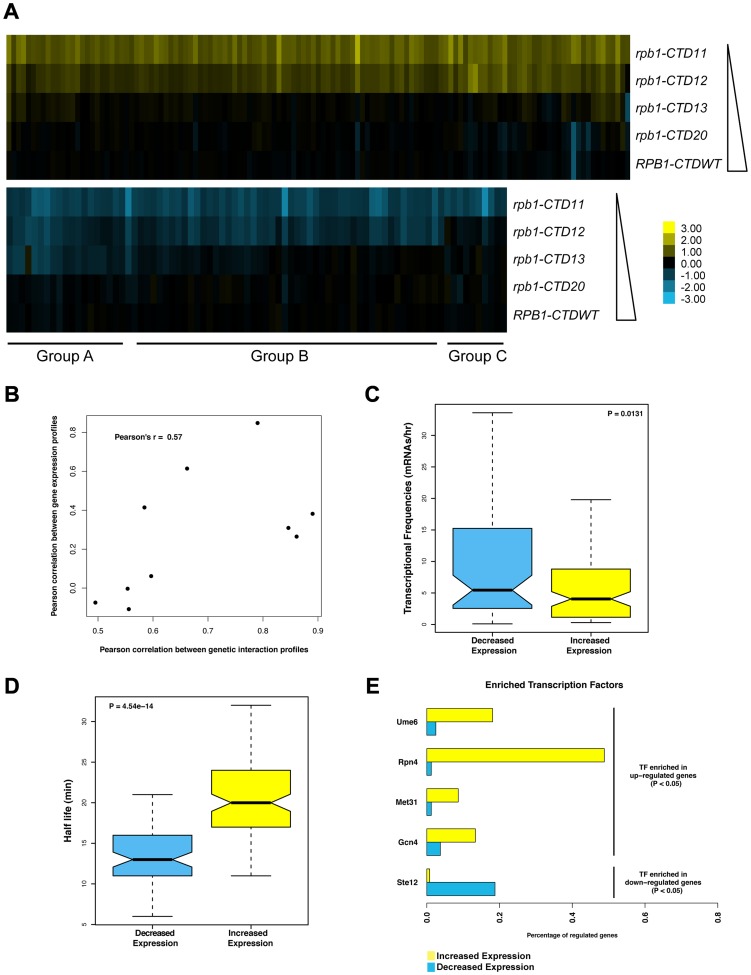
Serial CTD truncations led to progressive steady state transcriptional defects. Expression microarrays were normalized using spiked in controls to determine global changes in mRNA levels. As no such changes were detected, the expression profiles were normalized to total mRNA levels. Differentially expressed genes were determined by p value <0.01 and fold change >1.7 compared to wild type. (A) Heatmap of genes with significantly increased (top) or decreased (bottom) mRNA levels in the *rpb1-CTD11* mutant. Groups A, B and C approximately outline subsets of genes whose expression were decreased when the CTD was truncated to 13, 12 or 11 repeats respectively. Yellow indicates genes with increased mRNA levels and blue indicates genes with decreased levels. (B) Scatterplot of profile paired correlations in gene expression and genetic interaction. Boxplot of transcriptional frequency (C) and mRNA half-life (D) showing significant differences in half-life (p value 4.54e-14) and transcriptional frequency (p value 0.0131) between genes with increased or decreased expression in the *rpb1-CTD11* mutant. Outliers are not shown. (E) Differences in enriched transcription factors between genes with increased or decreased mRNA levels.

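Relative to the spiked-in controls, the mRNA of *rpb1-CTD11* and *rpb1-CTD12* had values close to wild type and that of *rpb1-CTD13* and *rpb1-CTD20* lower values. The median log2 ratio of the genes minus that of the spiked-in controls, taken over 8 of the 14 control probes, was -0.26 on average in wild type, with arrays from -0.58 to -0.08. The difference from wild type was -0.03 in *rpb1-CTD11* (exact permutation test, two-sided, p = 0.911, 2 arrays against 8), -0.04 in *rpb1-CTD12* (p = 0.844 from the same exact test) and -0.07 in *RPB1-CTDWT* (p = 0.867, exact). In *rpb1-CTD13* it was -0.55, with arrays at -1.07 and -0.54, and in *rpb1-CTD20* it was -0.35, each with p = 0.0444 from the same exact test, whose smallest possible value is 0.022, and 0.178 after Benjamini-Hochberg adjustment over the 8 groups, where a single group could not pass. In *rpb1-CTD11 cdk8Δ* the difference from wild type 330 rpm was -0.13 (not tested) and in *rpb1-CTD12 cdk8Δ* -0.03. The genes decreased in *rpb1-CTD13* with the total mRNA normalization included *YHB1*, a flavohemoglobin, at -1.17 (adjusted p = 2.1e-06), and *YRO2*, a membrane protein, at -1.45 (SE 0.16, adjusted p = 5.4e-06).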

### Truncating the RNAPII CTD Had Varying Effects on the Genome-Wide Occupancy Profile of Transcription Related Factors

The measured gene expression changes in CTD truncation mutants could result from either effects on the synthesis or stability of the mRNA. To differentiate between these two possibilities, we measured RNAPII occupancy genome-wide and determined if the changes in gene expression correlated with alterations in RNAPII occupancy (Complete dataset can be found in array-express, code E-MTAB-1341). Specifically, we measured RNAPII in *rpb1-CTD11* and wild type cells by chromatin immunoprecipitation followed by hybridization on a whole genome tiled microarray (ChIP-on-chip) using an antibody specific to the RNAPII subunit Rpb3. Despite the use of different platforms, antibodies and normalization methods, the obtained genome-wide Rpb3 occupancy profiles obtained in wild type cells were highly correlated with those previously published by several groups (Figure S2) [35]–[39]. Furthermore, the occupancy maps revealed highly correlated profiles between *rpb1-CTD11* and wild type cells (Spearman's rho 0.85), agreeing with the limited transcriptional differences detected by the expression analysis. Nonetheless, our Rpb3 occupancy plots showed clear RNAPII occupancy differences along genes that were identified as either having increased or decreased mRNA levels in the *rpb1-CTD11* mutant (Figure 3A and B). Accordingly, plotting the average Rpb3 occupancy scores of the differentially regulated genes in *rpb1-CTD11* versus wild type cells revealed that the genes with increased mRNA levels had a significant increase in Rpb3 binding levels along their coding regions while the genes with decreased mRNA levels had a significant decrease (one-tailed t-test p value 2.98e-22 and 3.36e-7, respectively), thus suggesting a direct effect of truncating the CTD on RNAPII levels and mRNA synthesis at specific loci (Figure 3C).

**Figure 3:**
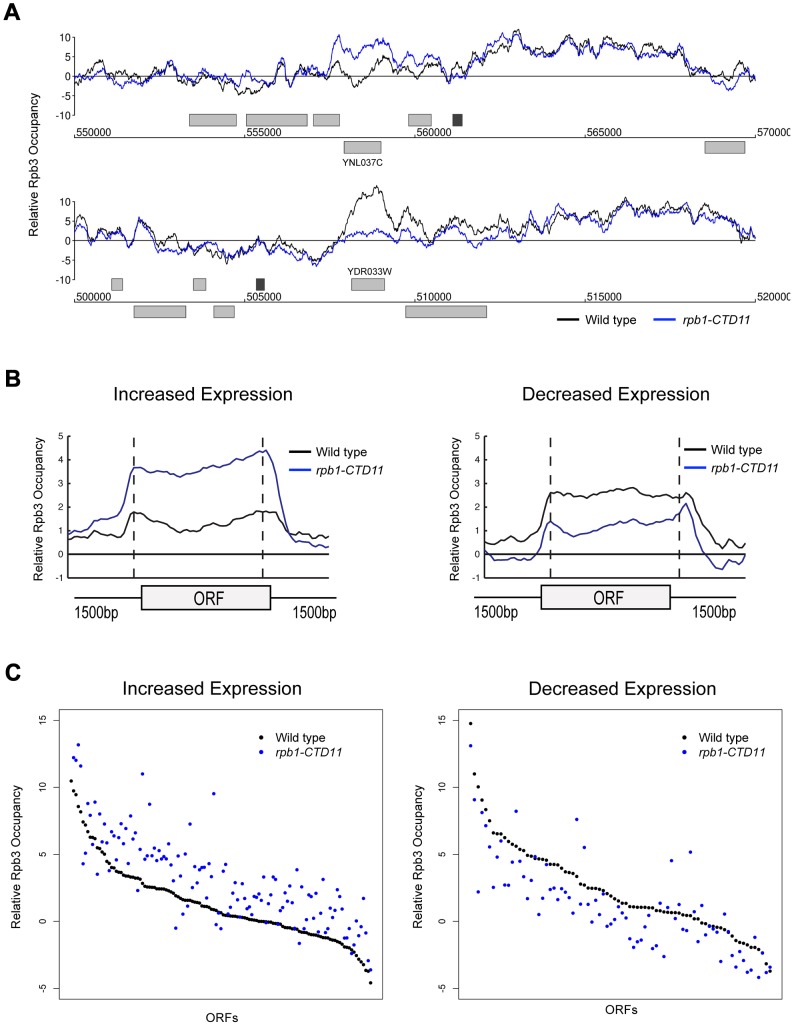
Genome-wide occupancy profiles of RNAPII identified a direct effect for the CTD in transcription regulation. (A) Chromosome plots of relative Rpb3 occupancy revealed similar profiles between wild type and *rpb1-CTD11* mutants. Rpb3 occupancy differences were observed in the *rpb1-CTD11* mutant at genes identified to have significantly increased (YNL037C - top) or decreased (YDR033W - bottom) mRNA levels. Light gray boxes depict ORFs and dark gray boxes depict ARSs. (B) Average gene profile of Rpb3 in genes with increased (left) or decreased (right) mRNA levels upon truncation of the CTD. (C) Average Rpb3 occupancy scores at coding regions with increased (left) (p value 3.36e-7) or decreased (right) (p value 2.98e-22) mRNA levels revealed an intimate link between Rpb3 binding and expression levels.

To better understand the effect of truncating the CTD on transcription, we generated genome-wide association profiles of representative transcription associated factors. These factors included the initiation factor, TFIIB which is encoded by the *SUA7* gene, the capping enzyme Cet1, the elongation factor Elf1, and the Set2-dependent elongation associated chromatin mark histone H3 lysine 36 trimethylation (H3K36me3) (Complete dataset can be found in array-express, code E-MTAB-1379). We note that with the exception of *CET1* (which was not present on our E-MAP array), the genes encoding these factors had negative genetic interactions with our shortest CTD truncation allele. Our genome-wide occupancy profiles under wild type conditions were highly correlated to those previously reported (Figure 4 and Figure S3) [35], [40]. Overall, genome-wide occupancy was independent of CTD length for TFIIB, Elf1 and H3K36me3, despite the latter having decreased bulk levels in CTD truncation mutants (Figure S3) [41]. In contrast, Cet1 chromatin association decreased primarily in genes with lower transcriptional frequencies, perhaps reflective of its decreased binding to RNAPII with a shortened CTD (Figure S3B) [42]. Focusing on only the genes whose expression levels were altered in the CTD truncation mutants, we observed several interesting patterns. First, the levels of H3K36me3 correlated well with the transcription changes as its occupancy was decreased in genes whose expression decreased and increased in genes whose expression increased in the *rpb1-CTD11* mutant (paired t-test p value 8.68e-6 and 9.34e-23 respectively) (Figure 4A). Second, the levels of Cet1 were greatly reduced at the promoters of genes whose expression increased in *rpb1-CTD11* while only slightly reduced at those whose expression decreased (Figure 4B) (paired t-test p value 7.82e-25 and 2.72e-7 respectively). Lastly, both TFIIB and Elf1 had statistically significant CTD-length dependent occupancy changes, although the overall magnitude of change was minor compared to that of H3K36me3 and Cet1 (Figure 4C and D).

**Figure 4:**
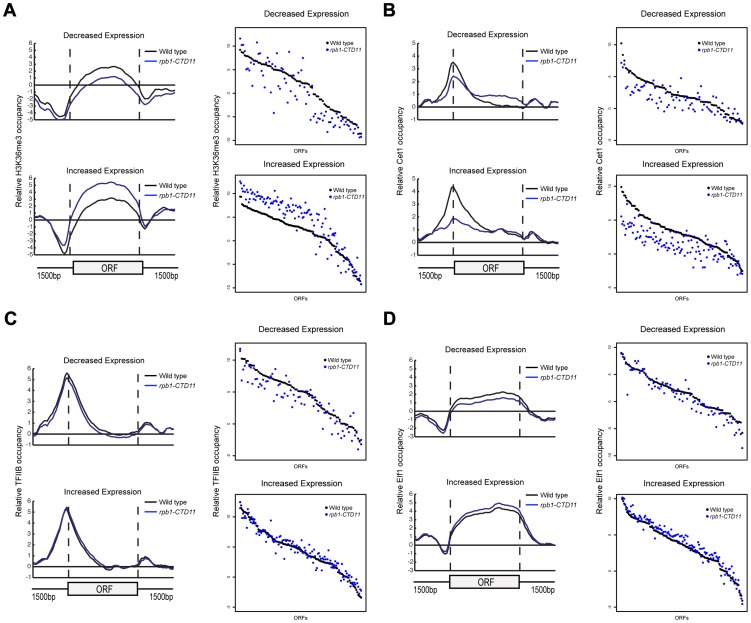
The RNAPII CTD was critical for the association of transcription related factors. (A, B, C and D) Left. Average gene profiles of H3K36me3, Cet1, TFIIB and Elf1 at genes with decreased (top) or increased (bottom) mRNA levels upon truncation of the CTD. Right. Average occupancy scores of H3K36me3, Cet1, TFIIB and Elf1 at genes with decreased (top) (paired t-test p value 8.68e-6, 2.72e-7, 8.66e-8 and 9.17e-6 respectively) or increased (bottom) (paired t-test p value 9.34e-23, 7.82e-25, 0.136 and 4e-15 respectively) mRNA levels upon truncation of the CTD. For H3K36me3 and Efl1, the average occupancy scores were calculated for the coding region. For Cet1 and TFIIB, the average occupancy scores were calculated for the promoter, which consisted of 500 bp upstream of the start codon.

### Increases in mRNA Levels in CTD Truncation Mutants Were in part a Result of Increased Transcription Initiation

The genetic similarity of CTD truncation mutants with mutants encoding initiation factors along with the ChIP-on-chip profiles of RNAPII and transcription associated factors suggested that possible changes to transcription initiation in the CTD truncation mutants might mediate some of the effects on gene expression. Using a LacZ reporter gene strategy we tested if the promoter elements of a set of exemplary genes sufficed to recapitulate the observed changes in expression. These assays revealed significant increases in β-galactosidase activity when the promoter regions of a subset of genes with increased mRNA levels were tested in the *rpb1-CTD11* mutant compared to wild type. These data confirmed that alterations to promoter-directed initiation events were in part responsible for the increased expression observed for these genes at their native loci (Figure 5). In contrast, the promoters of the genes with decreased mRNA levels in *rpb1-CTD11* mutants showed no significant differences in β-galactosidase as compared to wild type cells.

**Figure 5:**
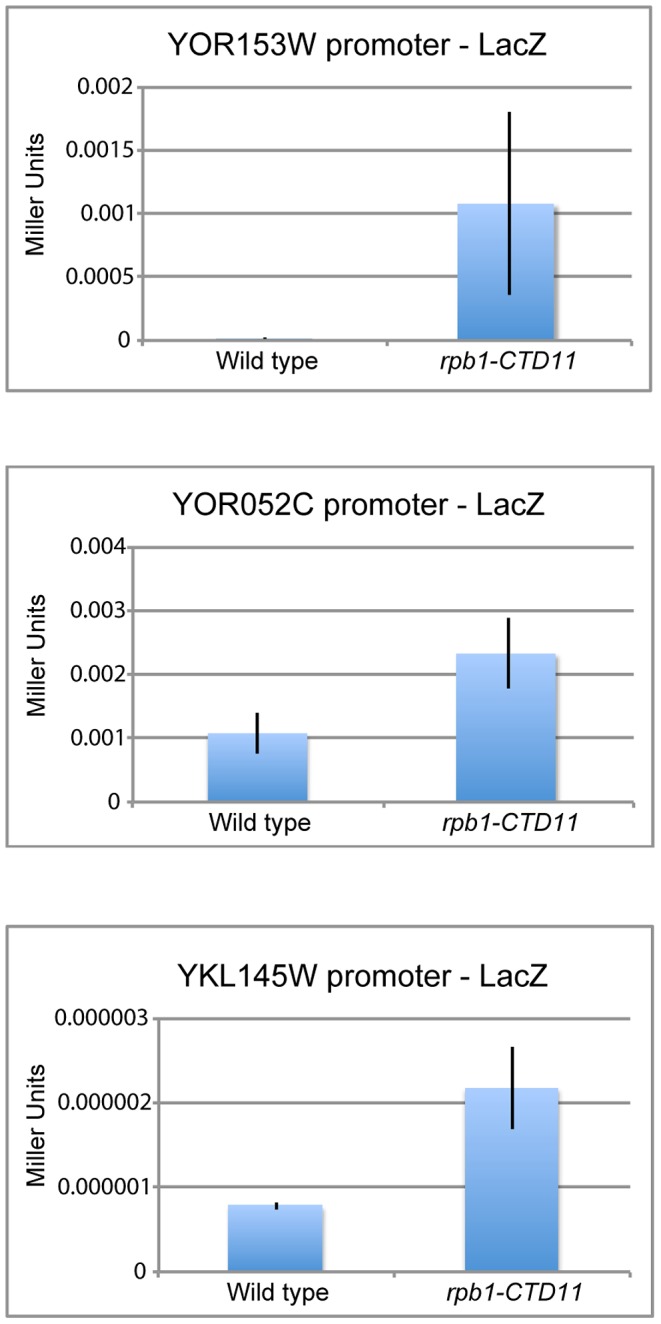
Increases in mRNA levels in CTD truncation mutants were in part a result of increased transcription initiation. Reporter assays showed that 450 bp of promoter sequence were sufficient to recapitulate the expression levels of three genes with increased mRNA levels in the *rpb1-CTD11* mutant.

### Deletion of *CDK8* Normalized mRNA and RNAPII Levels at a Subset of *Rpb1-CTD11* Mis-regulated Genes

We next expanded our characterization of the CTD to explore the well-established connection to Cdk8 in more detail. First, we showed that in addition to suppressing the cold sensitive phenotype of CTD truncation mutants, loss of *CDK8* could also suppress other known CTD growth defects (Figure S4) [19]. Second, despite Cdk8 being able to phosphorylate the CTD, its loss had only very minor effects on the bulk CTD phosphorylation defects seen in CTD truncation mutants [43], [44] (Figure S4). 

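In *rpb1-CTD11 cdk8Δ*, compared directly with *rpb1-CTD11*, 204 genes were higher and 146 lower at an adjusted p under 0.01 and a fold change over 1.7, and in *rpb1-CTD12 cdk8Δ* against *rpb1-CTD12* 176 were higher and 90 lower. With 11 repeats, the genes that rose most included *CWP1*, a cell wall mannoprotein, by 3.54 (SE 0.15, adjusted p = 2.2e-12), *HSP26*, a small heat shock protein, by 3.60 and *SPI1*, a cell wall protein induced under stress, by 3.14, and *OLI1* of the mitochondrial genome was higher by 5.62. Those that fell most included *SNZ1*, at -2.70 (SE 0.10, adjusted p = 3.7e-13), *YHB1*, at -2.92, and *NCE103*, the carbonic anhydrase, at -2.62. With 12 repeats, *PHO84* fell by 2.86 and the biotin genes *BIO2* and *BIO4* by 1.80 and 1.69. Some of these genes also differed between the controls, where wild type 330 rpm over wild type had 1.57 for *HSP26*, -1.73 for *NCE103* and -0.60 and -0.63 for *BIO2* and *BIO4*, and relative to wild type 330 rpm *NCE103* had -0.10 (adjusted p = 0.65) in *rpb1-CTD11 cdk8Δ*. *CDK8* mRNA itself, listed on the array as *SSN3*, was lower by 1.66 (SE 0.071, adjusted p = 5.5e-12) in *rpb1-CTD11 cdk8Δ* than in wild type 330 rpm and at least 3.08-fold lower in *rpb1-CTD12 cdk8Δ*, where it was not well above background; this bound sets the control's mean against the lowest signal above background. Relative to the spiked-in controls the median of all genes moved to 0.15 with 11 and 0.22 with 12 repeats, and the share of higher among called genes from 58.3% to 82.7% and from 66.2% to 92.2%.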

Third, we found that loss of *CDK8* had striking effects on the mRNA levels of genes whose expression was dependent on the CTD. Specifically, comparison of mRNA expression profiles for *rpb1-CTD11 cdk8Δ* and *rpb1-CTD12 cdk8Δ* double mutants to the single mutants revealed wide-spread and robust restoration of most of the genes with increased mRNA levels in *rpb1-CTD11*, while only a few of the genes with decreased mRNA levels appeared to be suppressed (Figure 6A). 

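At the median, both sets of CTD-dependent genes moved toward their wild type level in *rpb1-CTD11 cdk8Δ*, and some genes passed that level. Of the 154 genes increased in *rpb1-CTD11*, 131 were lower in the double than in the single mutant at the adjusted p and 6 were higher, and of the 95 decreased genes 64, among them 9 transcripts of the mitochondrial genome, were higher and 6 lower, where 38.6% of all genes passed the adjusted p. With the fold change threshold these were 72 and 44 genes. The genes were selected on the *rpb1-CTD11* arrays that also enter this comparison, which favours a move toward wild type. In checks added after the data were seen, on arrays that did not select the genes, 101 of the 154 were lower and 9 higher in *rpb1-CTD12 cdk8Δ* than in *rpb1-CTD12*, and 53 of the 95 higher and 11 lower; and of the genes called in *rpb1-CTD12*, 28 of 103 increased genes were lower and 16 higher in *rpb1-CTD11 cdk8Δ* than in *rpb1-CTD11*, and 24 of 41 decreased genes higher and 5 lower. In the pair with 12 repeats 32.4% of all genes passed the adjusted p. There *OLI1* was also higher in the double mutant by 5.07 and *MET17* by 4.39. These checks thus do not separate loss of *CDK8* from other differences between the strains. The median of the increased genes went from 0.99 in the single mutant to 0.16 in the double mutant with 11 repeats and that of the decreased genes from -1.0 to -0.23. *LYS1* had -0.03 (adjusted p = 0.79) in *rpb1-CTD11 cdk8Δ* relative to its wild type control and was lower than in the single mutant by 1.36 (SE 0.063, adjusted p = 4.7e-12). *ATR1* and *PDR5*, both drug transporter genes, lay below that control at -0.51 (adjusted p = 0.00053) and -1.11 (adjusted p = 1.6e-05), a change of -1.89 and -2.19 from the single mutant. *IDH1* changed by -1.45 and *DSK2* by -1.20. Among the decreased genes the paper names, *INO1* had -0.08 (adjusted p = 0.63) in the double mutant, *MRH1*, a membrane protein gene, was higher than in the single mutant by 0.70 (adjusted p = 3.8e-09), and *CWP1*, decreased by 1.14 in the single mutant, rose to 1.89 above the control.

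**Figure D4:**
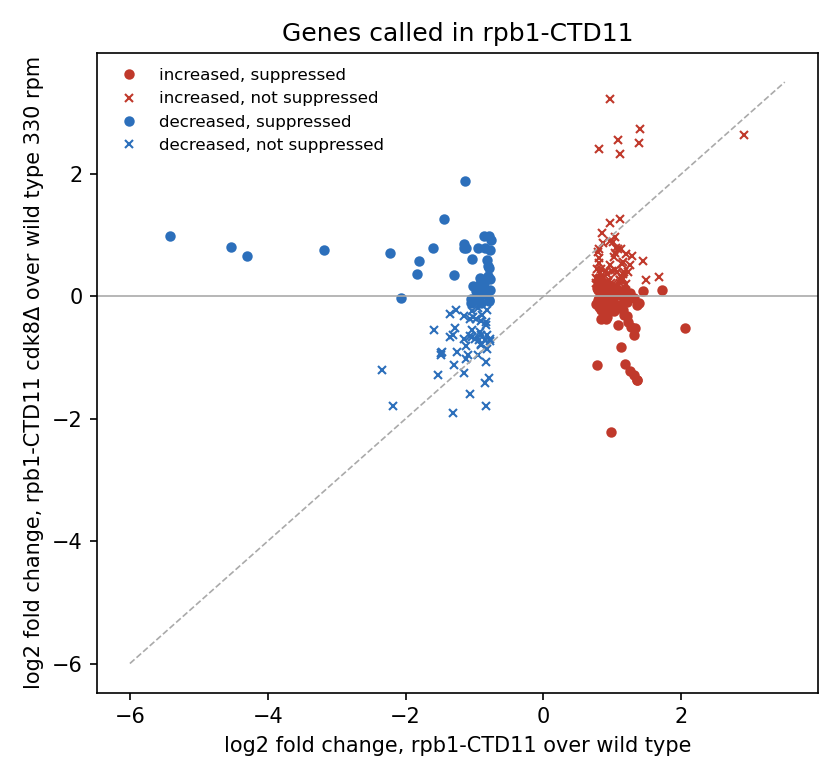
Log2 fold change in *rpb1-CTD11* over wild type (horizontal axis) against that in *rpb1-CTD11 cdk8Δ* over wild type 330 rpm (vertical axis) for the 249 genes called in *rpb1-CTD11*. Filled points are genes under 1.1-fold in the direction of the single mutant's change and crosses are the other genes.

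The proteasome genes fell as a group from the single to the double mutant, all 33 at the adjusted p, by a median of 0.57 with 11 repeats (camera adjusted p = 1.8e-18, adjusted p = 0.0042 with an estimated correlation), and 25 of them, 27 when adjusted over the list alone, by a median of 0.32 with 12 (camera adjusted p = 3.9e-11, adjusted p = 0.026 with an estimated correlation). The fall was larger with 11 than with 12 repeats by a median of 0.30 over the list, in a test of the difference (11 genes past the adjusted p, 19 adjusted over the list alone, camera adjusted p = 5.4e-17, adjusted p = 0.0061 with an estimated correlation). The rise in the single mutants was also larger with 11 repeats, at medians of 0.83 and 0.50, while the double mutants lay at 0.20 and 0.13. The larger fall thus goes with the larger rise and does not by itself show a stronger effect of losing *CDK8* with 11 repeats. Still called in the direction of the single mutant were 15 increased and 22 decreased genes, such as *HPF1* at 2.74 and *LYS2* at 2.63 on the increased side and *MF(ALPHA)2* at -1.80 and *SAG1* at -1.20 on the decreased side. The single and double mutants have separate wild type controls, so the direct comparison of the strains carries any difference between their cultures. Relative to the spiked-in controls the median of all genes in *rpb1-CTD11 cdk8Δ* moved to -0.12, and the share of increased genes went from 65.1% of 235 called genes to 45.1%, with 79 increased and 96 decreased. From the comparison of double with single mutants the paper concludes that loss of *CDK8* restored most of the genes with increased mRNA levels in *rpb1-CTD11*, it states that few of those with decreased levels appeared to be suppressed, and it reasons from the Rpb3 occupancy of the increased genes that their restoration was mediated by the level of RNAPII.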

The restoration of mRNA levels in the genes with increased expression in the *rpb1-CTD11* mutant was mediated by regulation of RNAPII levels, as Rpb3 occupancy changed from an elevated state in the *rpb1-CTD11* mutant to close to wild type levels in the *rpb1-CTD11 cdk8Δ* mutant (Figure 6B). Accordingly, the average Rpb3 binding scores at these genes in the *rpb1-CTD11 cdk8Δ* mutant were significantly lower than the scores of the *rpb1-CTD11* mutant and were not statistically different from the scores of wild type cells (one-tailed t-test p value 7.17e-18 and 0.159 respectively) (Figure 6C). Consistent with fewer genes being suppressed in the set of genes with decreased mRNA levels in the *rpb1-CTD11* mutant, a restoring effect on RNAPII levels was not observed at this set of genes (Figure 6C).

**Figure 6:**
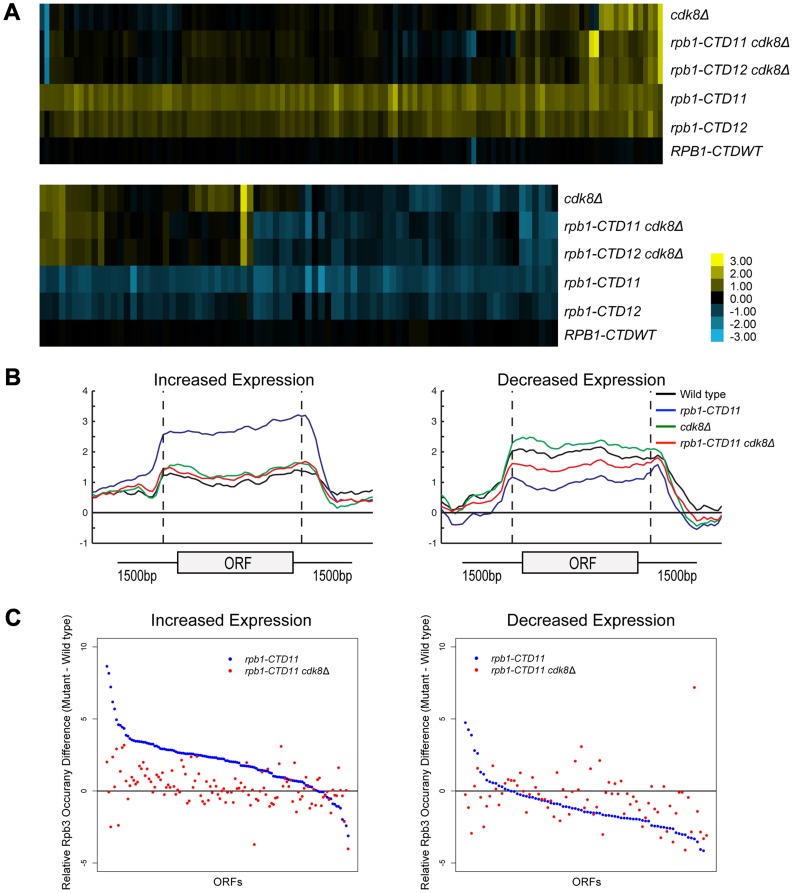
Loss of *CDK8* normalized *rbp1-CTD11* transcriptional defects by altering RNAPII recruitment.

A previously characterized phenotype of CTD truncation mutants is reduced activation of *INO1* and *GAL10* upon switching to inducing conditions. Therefore, we investigated if loss of *CDK8* could also suppress these expression defects of CTD truncation mutants [7]. Focusing on *INO1*, a gene important for the synthesis of inositol and survival in response to inositol starvation, we measured *INO1* mRNA levels in wild type, *rpb1-CTD11*, *cdk8Δ* and *rpb1-CTD11 cdk8Δ* mutants before and after induction. In agreement with previous work, *rpb1-CTD11* mutants had an impaired ability to activate *INO1* expression upon induction (Figure 7A) [7], [45]. Upon deletion of *CDK8*, *INO1* mRNA levels were robustly and reproducibly restored. This effect was corroborated with the suppression of the growth defect of CTD truncation mutants in media lacking inositol upon removal of *CDK8* (Figure 7B). Consistent with this being a direct effect on mRNA synthesis, Rpb3 levels throughout the *INO1* gene in *rpb1-CTD11* mutants were significantly lower as compared to wild type. Furthermore, upon deletion of *CDK8*, the levels of RNAPII associated with the *INO1* gene were restored (Figure 7C). While not statistically significant, we nevertheless observed a tendency for increased Rpb3 occupancy at the 3′ end of the gene in *cdk8Δ* and *rpb1-CTD11 cdk8Δ* mutants.

**Figure 7:**
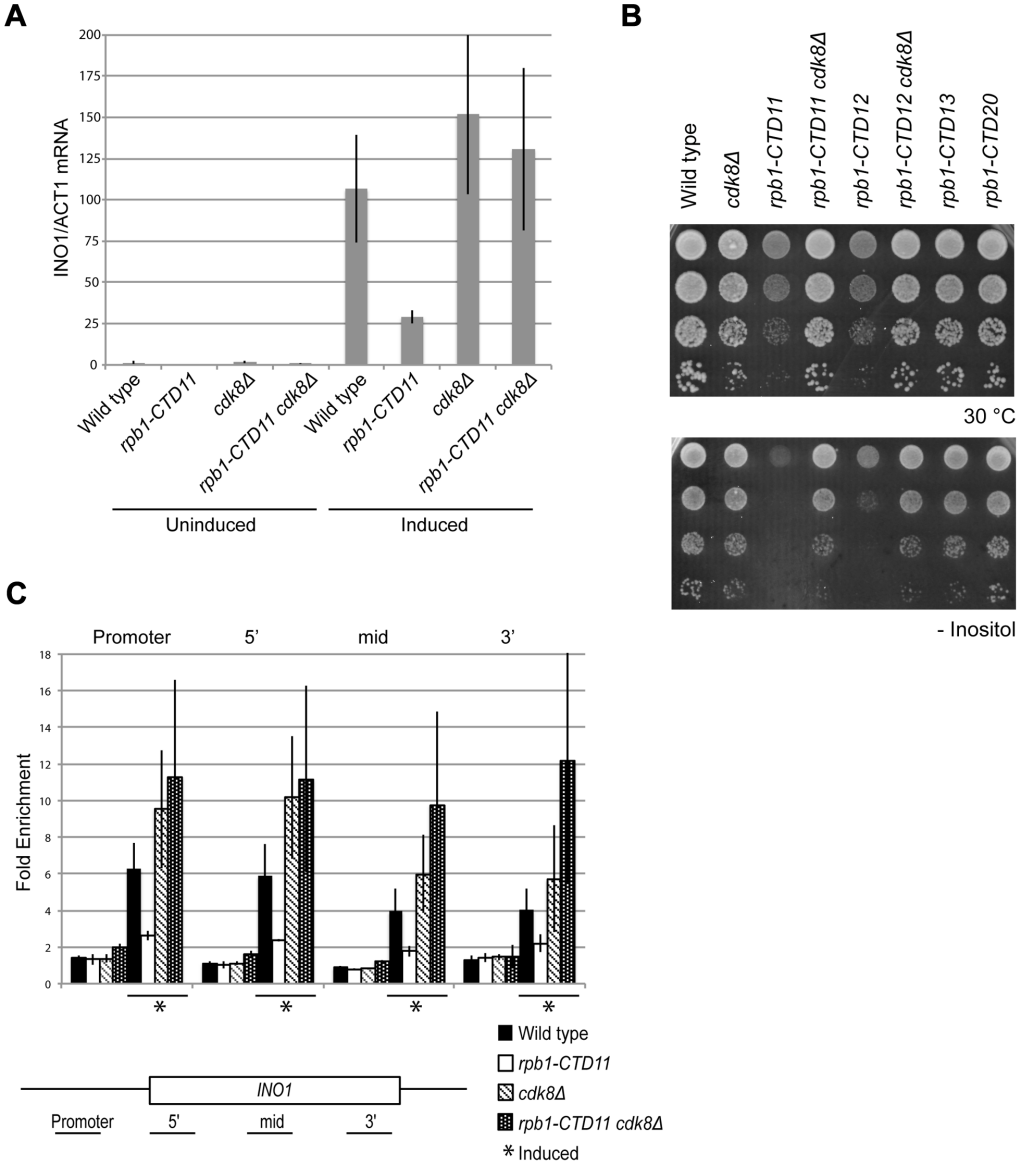
*INO1* expression and RNAPII association defects of *rpb1-CTD11* mutants were suppressed by deleting *CDK8*. Cells were grown in inositol containing media (200 µM) to constitute the uninduced sample, and shifted to inositol deplete media for 4 hrs to constitute the induced sample. (A) qRT-PCR analysis of *INO1* expression revealed a restoration of expression upon loss of *CDK8*. *INO1* mRNA levels were normalized to *ACT1* levels. (B) The sensitivity of CTD truncation mutants containing 11 or 12 repeats to growth in media lacking inositol was suppressed by deleting *CDK8*. (C) ChIP analysis of Rpb3 binding along the *INO1* gene. Asterisks indicate induced conditions. Rpb3 enrichment along the *INO1* gene was normalized to an intergenic region of chromosome V. Error bars represent standard deviations of values from three replicates.

### Genes with Increased mRNA Levels in the *rpb1-CTD11* Mutant Were Directly Regulated by Cdk8

To understand the mechanism underlying the restoration of the transcription and RNAPII recruitment changes in the *rpb1-CTD11* mutant upon loss of *CDK8*, we first tried to understand the role of Cdk8 in regulating these genes. To determine if Cdk8 played a direct regulatory role at these genes, we generated a genome-wide map of Cdk8 occupancy under wild type conditions (Complete dataset can be found in array-express, code E-MTAB-1379). The average gene occupancy of Cdk8 showed clear enrichment at promoters, although we did identify Cdk8 binding to a small number of ORFs (Figure S5) [22], [23], [46]. Focusing on CTD-length dependent genes, we observed Cdk8 occupancy at the promoters of genes with increased mRNA levels in the *rpb1-CTD11* mutant (Figure 8A), while very little Cdk8 was observed at the set of genes with decreased levels (data not shown). Importantly, Cdk8 occupancy was not significantly altered in strains with a truncated CTD (Figure 8A). In both situations, the preferential association of Cdk8 with the genes having increased expression was significant even when compared to all genes in the genome (one-tailed, unpaired t-test p-value 0.0001079 for wild-type and 0.005898 for *rpb1-CTD11*, respectively), thus supporting a direct regulatory role for Cdk8 at these loci (Figure 8B). However, despite its significant association and robust effect on normalizing the expression levels of this set of genes, our gene expression analysis clearly showed that Cdk8 was not the sole regulator of these genes as these were generally normal in *cdk8Δ* mutants (Figure 6A) [47].

**Figure 8:**
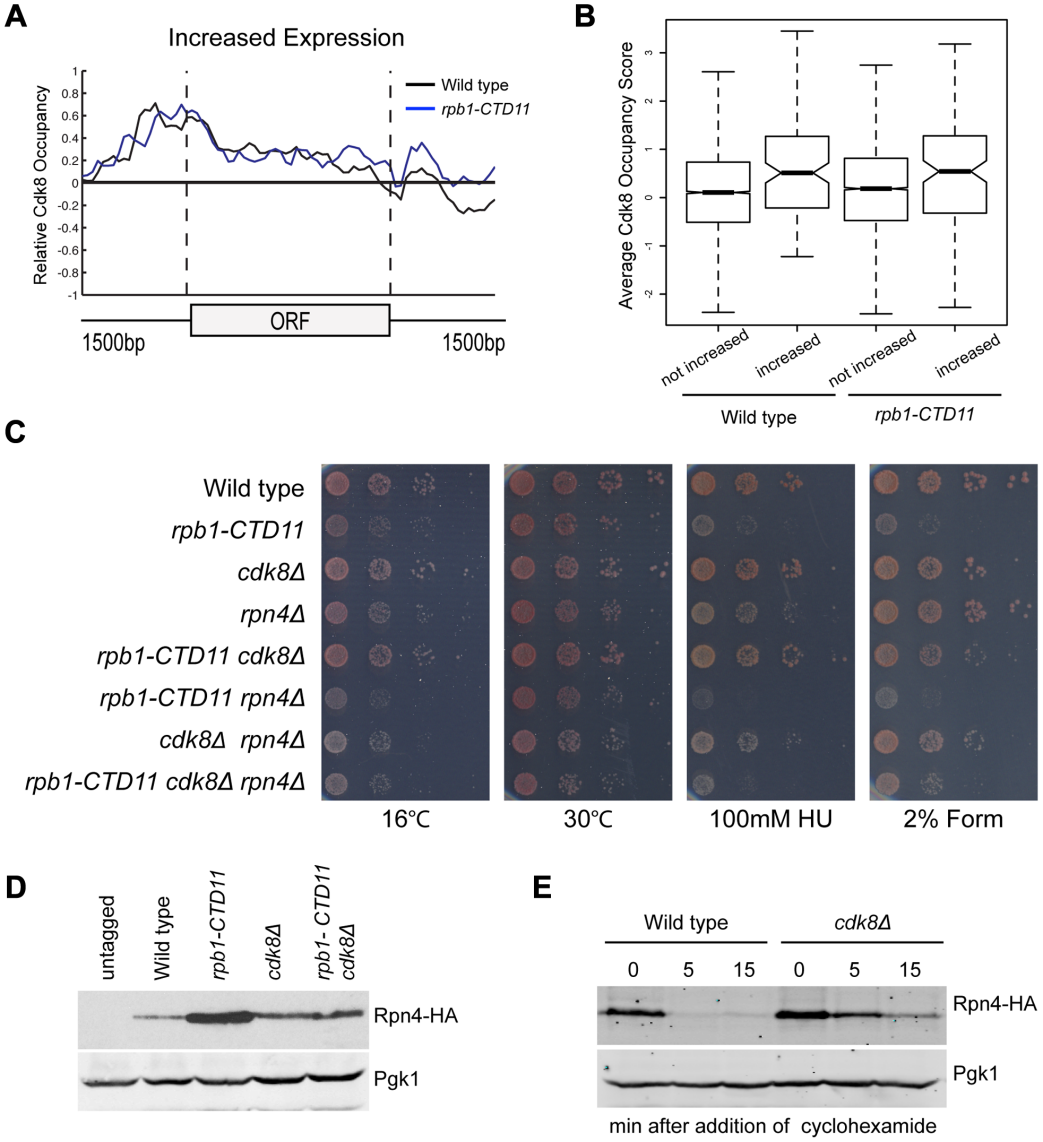
Regulation of Rpn4 levels partly mediated the suppression of *rpb1-CTD11* defects by loss of *CDK8*. (A) Cdk8 occupied the promoters of genes whose expression increased in the *rpb1-CTD11* mutant regardless of CTD length. (B) Boxplot comparing average Cdk8 occupancy scores at the promoters of genes whose expression increased in the *rpb1-CTD11* mutant (increased) to all other genes in the genome (not increased). Significantly higher Cdk8 occupancy occurred at the promoters of genes with increased expression levels in both the wild type and the *rpb1-CTD11* mutant. (C) The sensitivity of *rpb1-CTD11*, *cdk8Δ*, *rpn4Δ* single, double and triple mutants in the W303 background was tested by plating ten-fold serial dilutions on YPD media at 16, 30 and 37°C and YPD media containing the indicated concentrations of hydroxyurea or formamide. Deletion of *RPN4* abolished the suppression. (D) Immunoblot of Rpn4 protein levels identified an increase of Rpn4 in *rpb1-CTD11* mutants that was reduced upon deletion of *CDK8*. Pgk1 was used as a loading control. (E) Cdk8 regulated the stability of Rpn4 *in vivo*. Rpn4 protein stability was measured at the indicated time points under wild type and *cdk8Δ* conditions. Pgk1 was used as a loading control.

### The Suppression of Genes with Increased Levels in the *rpb1-CTD11* Mutant by Loss of *CDK8* Was through an Effect in Regulating the Levels of the Transcription Factor Rpn4

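Suppression was scored as a fold change under 1.1 in the direction of the *rpb1-CTD11* change, in *rpb1-CTD11 cdk8Δ* relative to wild type 330 rpm. By this rule 71 of the 154 increased genes, or 46.1% (exact 95% interval 38.1% to 54.3%), and 44 of the 95 decreased genes, or 46.3% (36.0% to 56.8%), were suppressed. Suppressed increased genes included 5 of the 6 called amino acid synthesis genes under Gcn4 (ARO1, *HIS4*, *HIS5*, *LYS1* and *TRP5*), the 3 called genes of the tricarboxylic acid cycle (ACO1, *IDH1* and *IDH2*), both called drug resistance genes under Pdr1 (PDR5 and *PDR15*) and both called vitamin B6 genes (SNZ1 and *SNO1*). Of these, only *HIS4*, *LYS1* and *TRP5* lay within 1.1-fold of the control. The others passed below it, from *ARO1* at -0.17 to *SNZ1* at -0.52 and *PDR5* at -1.11. Of the 44 suppressed decreased genes 9 are transcripts of the mitochondrial genome, and without these, a count made after the data were seen, the share of the decreased genes was 40.7%. The others included the 3 called nuclear genes of the respiratory chain (COX4, *CYT1* and *QCR9*), which rose past the control to 0.61, 0.80 and 0.76, both called hexose transporter genes (HXT1 and *HXT8*) and 3 of 4 called genes of phospholipid synthesis (HNM1, *INO1* and *PSD1*). None of the 3 called alpha-specific genes, such as *STE3* at -0.92 (adjusted p = 1.7e-07), and none of the 3 called GMP synthesis genes, such as *IMD2* at -0.91 (adjusted p = 6.3e-08), was suppressed. *MET6*, at -0.87 (adjusted p = 5.4e-09), also kept its decrease. Genes are named here because they met the criterion or did not, that is after their values were seen, and the intervals take genes as independent, which genes of a pathway are not. Counting only genes within 1.1-fold in either direction, the shares were 29.2% and 14.7%, and with the spiked-in controls 71.0% of the increased genes were suppressed. The single and double mutant also differed in transcripts of the mitochondrial genome, with *OLI1* higher by 5.62 in the double mutant. How much of either share goes with this difference and how much with loss of *CDK8* was not tested.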

Using strict criteria, our profiles of *rpb1-CTD11* and *rpb1-CTD11 cdk8Δ* mutants revealed robust restoration of mRNA levels at 45% of the genes with increased expression levels in the *rpb1-CTD11* mutant and 24% of the genes with decreased levels when *CDK8* was deleted (Figure 6A). 

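In *rpb1-CTD11 cdk8Δ* the proteasome genes lay closer to the wild type level than in *rpb1-CTD11*, with a median of 0.20 over wild type 330 rpm, at which 19 of 33 were still higher, 20 when adjusted over the list alone, and none was called (camera adjusted p = 7.1e-06, adjusted p = 0.095 with an estimated correlation). *PRE3* had -0.01 (adjusted p = 0.89) and was lower than in *rpb1-CTD11* by 1.00 (SE 0.040, adjusted p = 7.2e-13). *RPN11* had 0.09 (adjusted p = 0.22), a change of -0.87 (SE 0.054, adjusted p = 2.5e-10) from the single mutant. *PRE1* at 0.20 (adjusted p = 0.0033) and *RPT1* at 0.27 (adjusted p = 0.00096) stayed above the control, although they were lower than in the single mutant by 0.85 and 0.75. Of the 28 proteasome genes increased in *rpb1-CTD11*, 4 met the criterion of under 1.1-fold, namely *PRE3*, *RPN10*, *RPN11* and *RPT6*. Of 5 increased assembly and associated factors 3 met it, namely *UMP1*, the assembly chaperone of the core particle, at 0.04 (adjusted p = 0.60), *BLM10*, an activator of the core, at 0.11 (adjusted p = 0.49) and *HUL5*, a ubiquitin ligase of the proteasome, at 0.12. Of 9 increased genes of the ubiquitin and Cdc48 pathway 4 met it, namely *DDI1*, *DSK2*, *UBC5* and *UBI4*, the polyubiquitin gene, which was lower than in the single mutant by 0.88 (SE 0.065, adjusted p = 2.5e-09). From the single to the double mutant 13 of the 16 measured genes of this pathway fell and 1 rose, at a median of -0.62 (camera adjusted p = 9.6e-07, adjusted p = 0.0031 with an estimated correlation), and 8 of the 14 assembly and associated factors fell and 1 rose, at a median of -0.24 (camera adjusted p = 0.012). The genes *BLM10*, *RPN10*, *RPT6*, *UBC5* and *UBI4* are named because they met the criterion, that is after their values were seen.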

Among the genes with increased expression, those suppressed were involved in proteasome assembly and proteasome catabolic processes (Table S4). Consistently, these genes were primarily regulated by Rpn4 (Bonferroni corrected p value of hypergeometric test 1.06E-26). Of the genes with decreased expression, the suppressed set were mainly involved in iron transport, assimilation and homeostasis, however, no significantly associated transcription factors were identified.

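Of 9 iron regulon genes decreased in *rpb1-CTD11*, 4 were suppressed in *rpb1-CTD11 cdk8Δ*, namely *FRE1*, the siderophore transporter gene *ARN1*, the multicopper oxidase gene *FET3* and *FIT2*, a cell wall protein that retains siderophore iron. *FRE1* had -0.03 (adjusted p = 0.86) relative to wild type 330 rpm and rose by 1.90 (SE 0.12, adjusted p = 2.9e-10) from the single to the double mutant. *ARN1* had 0.09 and rose by 1.03 (adjusted p = 1.1e-05), and *FET3* had -0.11 and rose by 1.06 (adjusted p = 5.3e-05). *FIT2* was higher than the control at 0.78 (adjusted p = 0.0042) and rose by 2.69 (SE 0.20, adjusted p = 2.7e-09), while it was higher by 0.96 in wild type 330 rpm than in wild type. Of the other 5, *ENB1* and *ARN2*, transporter genes for siderophore iron, were still called, at -1.80 (SE 0.13, adjusted p = 4.6e-09) and -1.59 (adjusted p = 1.5e-06), and changed from the single to the double mutant by -0.53 (adjusted p = 0.0022) and -0.06 (adjusted p = 0.81). *SIT1* was at -0.34, and *FTR1* and *TIS11* stayed below the control, both at -0.69 (adjusted p = 0.00032 and 0.0040), under the fold change threshold, and from the single to the double mutant *FTR1* changed by 0.19 (adjusted p = 0.24) and *TIS11* rose by 0.74 (adjusted p = 0.0019). Over the 28 measured genes of the regulon, 15 rose and 4 fell from the single to the double mutant, at a median of 0.21 (camera adjusted p = 0.025, adjusted p = 0.57 with an estimated correlation). Of the pheromone response genes decreased in *rpb1-CTD11*, *GPA1* was the 1 of 4 that was suppressed, at -0.11 (adjusted p = 0.13), and it rose by 0.77 (SE 0.058, adjusted p = 3.4e-09). *ARN1* and *FET3*, which met the criterion, and *SIT1*, which did not, are named after their values were seen.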

Given that our data thus far suggested that the restoring effect was at the level of initiation and mediated by Cdk8, we concentrated our efforts in determining if Rpn4, the only transcription factor found to be significantly involved in regulating the expression of the suppressed set of genes, contributed to the suppression. First, we determined if *RPN4* was genetically required for the suppression of CTD truncation phenotypes by loss of *CDK8* by generating *rpb1-CTD11*, *cdk8Δ* and *rpn4Δ* single, double and triple mutants and testing their growth on different conditions. To test for specificity we also investigated whether the suppression was affected by *GCN4*, which encodes for a transcription factor involved in the regulation of the genes whose expression increased in the *rpb1-CTD11* mutant but not on those suppressed by deletion of *CDK8*. Deletion of *RPN4* in the *rpb1-CTD11 cdk8Δ* background abolished the suppression, indicating that *RPN4* was genetically required (Figure 8B; compare *rpb1-CTD11 cdk8Δ* to *rpb1-CTD11 cdk8Δ rpn4Δ*). In contrast, deletion of *GCN4* in the *rpb1-CTD11 cdk8Δ* background had no effect on the suppression, suggesting that the genetic interactions with *RPN4* were specific (Figure S8).

Considering that Rpn4 is a phospho-protein, we also tested the involvement of two previously identified phosphorylation sites that are important for its ubiquitin-dependent degradation [48]. Introduction of the *RPN4* S214/220A mutant restored the suppression in a *rpb1-CTD11 cdk8Δ rpn4Δ* strain in most of the conditions tested, thus demonstrating a general lack of involvement of these phosphorylation sites in the suppression (Figure S8 right panel: compare *rpb1-CTD11 cdk8Δ* and *rpb1-CTD11 cdk8Δ rpn4Δ*) [48]. Despite our inability to link Rpn4 phosphorylation to the suppression mechanism, the genetic analysis showed that the growth of *rpb1-CTD11 rpn4Δ* double mutants was more compromised than that of *rpb1-CTD11* mutants alone, indicating a clear dependence on Rpn4 function for maintaining *rpb1-CTD11* cell fitness (Figure 8B compare *rpb1-CTD11* and *rpb1-CTD11 rpn4Δ* mutants). This phenotypic pattern contrasted the apparent increase in Rpn4 function in a *rpb1-CTD11* mutant as suggested by our gene expression analysis, and indicated that mutating *CDK8* normalized, rather than abolished Rpn4 activity in *rpb1-CTD11* mutants. To test this hypothesis, we measured the levels of Rpn4 fused to a hemagglutinin (HA) tag in *rpb1-CTD11* and *cdk8Δ* single and double mutants. Consistent with an increase in Rpn4 function, Rpn4 protein levels were increased in *rpb1-CTD11* mutants compared to wild type cells (Figure 8D). Surprisingly, Rpn4 protein levels were reduced upon deletion of *CDK8* in the *rpb1-CTD11* mutant, consistent with the observed restoration in gene expression of Rpn4 target genes. In addition, the initial gene expression analysis as well as detailed RT-qPCR analysis of the *RPN4* locus did not detect significant alterations in *RPN4* mRNA levels in *rpb1-CTD11* and *CDK8* single and double mutants, suggesting that the effect of the CTD and Cdk8 on Rpn4 was most likely at the protein level (data not shown). 

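*RPN4* mRNA was higher in *rpb1-CTD11* than in wild type, by 0.35 (SE 0.075, adjusted p = 0.00054 from limma), under the fold change threshold of 1.7. In *rpb1-CTD12* it had -0.06 (adjusted p = 0.55), in *rpb1-CTD13* 0.00 and in *RPB1-CTDWT* -0.06. In *rpb1-CTD11 cdk8Δ* it was higher than in wild type 330 rpm by 0.56 (SE 0.095, adjusted p = 0.00011), and its change from the single to the double mutant was 0.18 (adjusted p = 0.13). In *rpb1-CTD12 cdk8Δ* it was higher than that control by 0.39 (adjusted p = 0.0030) and higher than in *rpb1-CTD12* by 0.42 (adjusted p = 0.0015). None of these changes reached the fold change threshold. No array of a strain lacking *CDK8* with a full-length CTD was among the files.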

In support of this and consistent with the slightly elevated level of Rpn4 in the *cdk8Δ* strain (Figure 8D), loss of *CDK8* increased the half-life of Rpn4 (Figure 8E). This suggested that Cdk8 was a regulator of Rpn4 stability *in vivo*.

## Discussion

Our genetic interaction, mRNA profiling, and RNAPII binding studies illuminated key linkages between CTD function, gene expression, mediator function, and the transcription factor Rpn4. We found distinct CTD- length dependent genetic interactions and gene expression alterations during steady state growth. The majority of the expression changes in the CTD mutants were in genes whose mRNA levels increased and these were accompanied by increased RNAPII binding across their coding regions. CTD truncation mutants were primarily defective in transcription initiation as suggested by our E-MAP profile of the *rpb1-CTD11* mutant and further supported by reporter assays. Removal of the mediator subunit, Cdk8, in cells with shortened CTD restored the original mRNA levels and RNAPII occupancy profiles at a subset of genes whose expression was increased in the CTD truncation mutant, highlighting an activating role for Cdk8 in gene expression regulation. In contrast, loss of *CDK8* also restored the reduced activation of the *INO1* gene exemplifying the more established repressive role for Cdk8. Finally and highly consistent with the expression results, shortening the CTD resulted in increased cellular amounts of the transcription factor Rpn4, which was normalized upon concomitant removal of *CDK8*. Underscoring its role, we found that *RPN4* was genetically required for the suppression of CTD truncation phenotypes by loss of *CDK8*.

The mRNA analysis identified genes whose expression levels during normal growth were dependent on CTD length, thus expanding the existing knowledge of CTD function *in vivo*, which has been derived from a primary focus on genes activated in response to specific conditions including *INO1* and *GAL10* [7]. Despite the CTD being essential for viability *in vivo*, we detected a seemingly low number of genes with altered expression levels in *rpb1-CTD11* mutants. We reconcile this with the fact that our shortest allele was four repeats above the minimum required for viability in *S. cerevisiae*, suggesting that we were predominantly assaying those genes most sensitive to changes in CTD length rather than the essential function of the CTD. Nonetheless, using stringent criteria our data identified a set of over 200 genes whose transcription was CTD length-dependent. 

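Of the 249 genes called in *rpb1-CTD11*, 61.8% had increased and 38.2% decreased mRNA levels, and the increased share was 52.5% to 61.7% under the other scalings. Beyond the proteasome, lists of chaperone, oxidative stress and drug resistance genes rose, with 5, 3 and 2 genes past the fold change threshold. Of 19 chaperone and heat shock genes 16 rose and none fell, at a median of 0.58 (camera adjusted p = 3e-06, adjusted p = 0.24 with an estimated correlation), with the mitochondrial chaperonins *HSP60* at 1.07 and *HSP10* at 0.91. Of 12 oxidative stress genes under Yap1 7 rose, 8 when adjusted over the list alone, at a median of 0.32 (camera adjusted p = 0.00029, adjusted p = 0.060 with an estimated correlation), with the thioredoxin gene *TRX2* at 1.04 and the glutathione transferase gene *GTT2* at 0.80, and of 10 drug resistance genes under Pdr1 7 rose, at a median of 0.41 (camera adjusted p = 0.0020, adjusted p = 0.14 with an estimated correlation). Lists of membrane lipid, respiration and ribosome assembly genes fell, most members by less than the threshold, with 4, 3 and 1 genes called. Of 10 genes of inositol and phospholipid synthesis 8 fell and none rose, at a median of -0.62 (camera adjusted p = 0.00018, adjusted p = 0.12 with an estimated correlation), with *OPI3*, of phosphatidylcholine synthesis, at -1.09 and the choline transporter gene *HNM1* at -0.95. Of 25 nuclear genes of the respiratory chain 23 fell, at a median of -0.45 (camera adjusted p = 5.8e-08, adjusted p = 0.22 with an estimated correlation), with *COX4*, a subunit of cytochrome c oxidase, at -1.03, in a strain whose transcripts of the mitochondrial genome were also low. Of 32 ribosome biogenesis genes 28 fell, 30 when adjusted over the list alone, at a median of -0.40 (camera adjusted p = 5.3e-08, adjusted p = 0.29 with an estimated correlation), with *UTP8*, of the small subunit processome, at -0.58.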

As expected from the well-documented role of the CTD in transcription activation, about 40% of CTD-dependent genes had decreased expression. Surprisingly, we found that about 60% of CTD-dependent genes had increased expression. Functional analysis of the genes with increased or decreased expression upon CTD truncation revealed key differences in mRNA stability, transcriptional frequency, GO categories and associated transcription factors, suggesting differential effects on groups of genes with distinct properties. In addition, for both groups there was a high correlation between mRNA levels and RNAPII occupancy suggesting a direct effect on RNAPII function rather than changes in posttranscriptional RNA processing. Furthermore, truncating the CTD also caused changes in the association of Cet1 and H3K36me3 at genes whose expression was altered in the *rpb1-CTD11* mutant. Finally, our data linked the alterations observed at the genes with increased mRNA levels to changes in transcription initiation using promoter-fusion experiments. How this latter finding can be reconciled with the minor changes in TFIIB association at the promoters of these genes remains to be determined.

The increased mRNA levels and concurrent increase in occupancy of RNAPII in *rpb1-CTD11* mutants presents an interesting conundrum. Seemingly, these results pointed to a previously unreported inhibitory function of the CTD, as shortening it relieved the inhibition and resulted in higher RNAPII occupancy. However, we favor a model in which these relationships are reflective of a cellular stress response elicited by impairing CTD function. Consistent with this hypothesis, CTD truncation mutants displayed heightened sensitivity to a variety of stressors, as shown by others and us [4], [19], [49]. Furthermore, CTD truncation mutants had increased levels of Rpn4 protein and the genes that had increased mRNA levels tended to be regulated by Rpn4, consistent with their important contributions to the cellular stress response [50]–[52].

In addition, we investigated the molecular underpinnings of the well-established connection between Cdk8 and the RNAPII CTD. To this end, we found that deletion of *CDK8* normalized the expression of genes with increased mRNA levels in the CTD truncation alleles. This observation is consistent with the less-understood role for *CDK8* as an activator of transcription, likely acting by enhancing recruitment of RNAPII with a shortened CTD to its target genes. Given that Cdk8 was found to be preferentially associated with the promoters of these genes regardless of CTD length, it is likely that this represents a direct mechanism. Importantly, our data clearly showed that Cdk8 was not the sole regulator of this subset of genes as a single deletion of *CDK8* does not alter their expression. Thus, in wild type cells Cdk8 associated at these genes' promoters but it only enhanced transcription when CTD function was disrupted. This observations are in agreement with Cdk8's well-established role in the response to environmental signals [31], [53], [54]. Furthermore, we show that Cdk8's role in activating CTD-dependent genes with increased mRNA levels was in part mediated by increasing the protein levels of the transcription factor Rpn4, which we found to be genetically required for the suppression. Accordingly, the levels of Rpn4 protein correlated with the mRNA levels of Rpn4 targets genes in *rpb1-CTD11* and *cdk8Δ* single and double mutants. This is consistent with the known role of Cdk8 in regulating protein levels of transcription regulatory proteins and the established function of Rpn4 in activating gene expression as a result of stress [55]. Reminiscent of recent work by several groups showing that loss of Cdk8 stabilizes Gcn4 protein levels, our data on Rpn4 protein stability provided further support of a close linkage between Cdk8 and Rpn4, although the mechanistic details remain to be determined [56]–[58]. In addition, we note that not all suppressed genes are known targets of Rpn4, suggesting that it is likely not the only factor linking the RNAPII CTD and Cdk8 function.

The fact that removal of Cdk8 also suppressed defects in activated transcription suggested an entirely different relationship between the RNAPII-CTD and Cdk8 from the one described above, this time involving a negative role for Cdk8. This is exemplified by the *INO1* locus, where *rpb1-CTD11* mutants have decreased mRNA expression and RNAPII association when grown in inducing conditions, a defect that was restored upon deletion of *CDK8*. While reminiscent of the model postulating that Cdk8-catalyzed phosphorylation of the CTD prevents promoter binding of RNAPII and thus results in transcriptional repression, we do not think this is the mechanism of suppression described here [29]. First, deletion of *CDK8* had no alleviating effects on the bulk phosphorylation status of either full-length or truncated CTD. Second, deletion of *CDK8* alone under non-inducing conditions did not result in de-repression of *INO1*, in contrast to well-characterized Cdk8 target genes [47]. Lastly, despite our genome-wide Cdk8 occupancy data showing a reproducible, albeit slight, enrichment of Cdk8 at the *INO1* promoter, it does not meet our enrichment criteria, making it unclear if Cdk8 directly associates and functions at this locus (data not shown). In conclusion, our data revealed a tight link between Cdk8 and the RNAPII-CTD in transcription regulation, where Cdk8 can both enhance and repress transcription, the former in part mediated by regulating the levels of the transcription factor, Rpn4.

## Materials and Methods

### Yeast Strains, Plasmids and Growth Conditions

Strains and plasmids are listed in Supplementary materials. Partial, complete gene deletions or integration of a 3XFLAG tag was achieved via the one-step gene replacement method [59]. CTD truncations were created at the *RPB1* locus by addition of a TAG stop codon followed by a NAT resistance marker and confirmed by sequencing. As a control for E-MAP and gene expression analysis we used *RPB1-CTDWT*. This strain contained a NAT resistance marker following the endogenous stop codon. pRS314 [RPN4] and pRS314 [rpn4 S214/220A] were obtained from Dr. Youming Xie (Wayne State University School of Medicine). Reporter plasmids were generated by cloning 450 bp of the desired promoter into the Sal1 BamH1 sites of pLG669-Z [60].

### Epistasis Miniarray Profiling

E-MAP screens were performed and normalized as described previously [32]. Strains were screened in triplicate. Complete E-MAP profiles can be found in Supplementary Table S1.

### Microarrays Experiments and Analysis

Microarrays were performed in duplicate as previously described [61], [62]. Cultures were grown with a 24-well plate incubator/reader. Spiked in controls were used to determine global changes in mRNA levels. As no such changes were detected, the expression profiles were normalized to total mRNA levels, a more reproducible measure. Differentially expressed genes were determined by p value <0.01 and fold change >1.7 compared to wild type. Complete expression profiles can be found in Supplementary Table S2. Suppressed genes were determined as those having fold changes <1.1 in the *rpb1-CTD11 cdk8Δ* mutant. The Yeast Promoter Atlas database was used for transcription factor enrichment by performing a Hypergeometric test with Bonferroni correction (p value 0.05) [63]. “Biological Process” ontology annotated in the Bioconductor package org.Sc.sgd.db was used for GO enrichment using the conditional Hypergeometric test (adjusted p value <0.05) described in the following reference [64], [65]. Supplementary Table S3 and S4 contain a full list of significant GO terms.

### Chromatin Immunoprecipitation (ChIP)

Yeast cultures were grown in media containing 200 µM of inositol (uninduced) and switched to media lacking inositol for 4 hrs (induced) [45]. Cross-linking was done with 1% formaldehyde for 20 min. Chromatin was prepared as described previously [66]. 5 µl of anti-Rpb3 (Neoclone) was used. Crosslinking reversal and DNA purification were followed by qPCR analysis of the immunoprecipitated and input DNA. cDNA was analyzed using a Rotor-Gene 600 (Corbett Research) and PerfeCTa SYBR Green FastMix (Quanta Biosciences). Samples were analyzed from three independent DNA purifications and normalized to an intragenic region of Chromosome V [67]. Primers are listed in Supplementary materials.

### Genome-Wide ChIP-on-chip

ChIP-on-chip cultures were grown overnight in YPD, diluted to 0.15 OD600 and grown to 0.5–0.6OD600 units. Cross-linking and chromatin isolation were performed as above. 5 µl of anti-Rpb3 (Neoclone), 4.2 µl of anti-FLAG (Sigma) or 4 µl of anti-H3K36me3 (Abcam ab9050) were coupled to 60 µl of protein A magnetic beads (Invitrogen). DNA was amplified using a double T7 RNA polymerase method, labeled and hybridized as previously described [66]. Samples were normalized as described previously using the rMAT software [68]. Relative occupancy scores were calculated for all probes using a 300 bp sliding window. Rpb3 and H3K36me3 experiments were normalized to input while Flag-tagged factors were normalized to untagged controls. Samples were carried out in duplicate, quantile normalized and averaged data was used for calculating average enrichment scores. For ORFs, we averaged probes whose start sites fell within the ORF start and end positions, and for promoters we averaged probes mapping to 500 bp upstream of the ORFs. Enriched features had at least 50% of the probes contained in the feature above the threshold of 1.5. Enriched features were identified for each replicate and the overlap was reported as the significantly enriched set.

### ChIP-on-chip Visualization

CHROMATRA plots were generated as described previously [69]. In detail, relative occupancy scores for each transcript were binned into segments of 150 bp. Transcripts were sorted by their length and transcriptional frequency and aligned by their TSSs. Transcripts were grouped into five classes according to their transcriptional frequency as per Holstege *et al* 1998. Average gene profiles were generated by averaging all probes that mapped to genes of interest. For averaging, probes corresponding to ORFs were split into 40 bins while probes corresponding to UTRs were split into 20 bins.

### Reporter Assays

Reporter plasmids were transformed into wild type and *rpb1-CTD11* mutants and assayed as previously described [70]. Measurements were obtained from three independent cultures.

### Growth Assays

Overnight cultures grown on YPD or –TRP media were diluted to 0.5 OD600, 10-fold serially diluted and spotted onto YPD or –TRP plates with or without the indicated amounts of hydroxyurea (Sigma), formamide (Sigma), or on plates lacking inositol. Plates were incubated at the indicated temperatures for 2–4 days.

### Protein Blotting

Whole cell extracts were prepared from logarithmic growing cells by glass bead lysis in the presence of trichloroacetic acid. Immunoblotting was carried out with 3E10, 3E8, 4E12, 8WG16 (Millipore), YN-18 (Santa Cruz), Rpb3 (Neoclone), HA-Peroxidase (Roche) and Pgk1 (Molecular Probes) antibodies [43]. Immunoblots were scanned with the Odyssey Infrared Imaging System (Licor) or visualized with SuperSignal enhanced chemiluminescence (Pierce Chemical).

### Reverse Transcriptase PCR (RT-PCR)

RNA was extracted and purified using the Qiagen RNeasy Mini Kit. cDNA was generated using the Qiagen QuantiTect Reverse Transcription Kit. cDNA was analyzed by qPCR as described above. *INO1* mRNA levels were normalized to *ACT1* mRNA [7]. Samples were analyzed in triplicate from three independent RNA preparations.

### Protein Stability Assay

Overnight cultures were diluted to 0.3 OD600 and grown to 1.0 OD600. 10 OD600 units were collected to constitute time 0 and a final concentration of 100 ug/ml of cycloheximide (Sigma) was added to the remaining culture. 10 OD600 units were collected at the indicated time points. Proteins were extracted using trichloroacetic acid.

## Supporting Information

Figure S1 Sample genetic interaction network of CTD truncations mutants revealed CTD length-dependent genetic interactions. Subsets of genetic interaction profiles depicting genes involved in transcription and how they interacted with the CTD as it was progressively shortened. Blue and yellow represent aggravating and alleviating genetic interactions respectively. Gray boxes represent missing values.
(PDF)

Figure S2 Comparison of previously published Rpb3 genome-wide association profiles. (A) CHROMATRA plots of RNAPII occupancy [69]. Relative occupancy of previously published Rpb3 profiles across all transcripts sorted by their length and transcriptional frequency and aligned by their TSSs. Transcripts were grouped into five classes according to their transcriptional frequency as per Holstege *et al* 1998. (B) Chromosome plot of a 55-kilobase pair region on chromosome 5 (genomic positions 50,000–105,000).
(PDF)

Figure S3 Truncation of the RNAPII CTD leads to changes in the genome-wide association of transcription association factors. (A, B, C and D) CHROMATRA plots of relative occupancy of transcriptional associated factors [69]. Relative occupancy of TFIIB, Cet1, Elf1 and H3K36me3 across all transcripts sorted by their length and transcriptional frequency and aligned by their TSSs. Transcripts were grouped into five classes according to their transcriptional frequency as per Holstege *et al* 1998.
(PDF)

Figure S4 Deletion of *CDK8* suppressed CTD-associated growth phenotypes. (A) The sensitivity of CTD truncation mutants containing 11 or 12 repeats to known and novel growth conditions was suppressed by deleting *CDK8*. Ten-fold serial dilutions of strains containing the indicated CTD truncations with and without deletion of *CDK8* were plated and incubated on YPD media at 16, 30 and 37°C and YPD media containing the indicated concentrations of hydroxyurea or formamide. (B) Immunoblots of whole cell extracts with CTD phosphorylation specific antibodies. YN-18 detects the N-terminus of Rpb1 and was used as a control for Rpb1 protein levels. Rpb3 was used as a loading control.
(PDF)

Figure S5 Genome-wide Cdk8 occupancy plots agreed with previous reports. Average Cdk8 occupancy at all genes separated by transcriptional frequency revealed a preference of Cdk8 for binding to the promoter of highly transcribed genes (left) and confirmed that Cdk8 binding at coding regions was independent of transcriptional frequency (right).
(PDF)

Figure S6 *GCN4* was not involved in the suppression of *rpb1-CTD11* phenotypes by loss of *CDK8*. The sensitivity of *rpb1-CTD11*, *cdk8Δ* and *gcn4Δ* single, double and triple mutants in the W303 background was tested by plating ten-fold serial dilutions on YPD media at 16, 30 and 37°C and YPD media containing the indicated concentrations of hydroxyurea or formamide.
(PDF)

Figure S7 Phosphorylation of Rpn4 at S214/220 is not involved in the suppression of *rpb1-CTD11* defects by loss of *CDK8*. The sensitivity of *rpb1-CTD11*, *cdk8Δ*, *rpn4Δ* single, double and triple mutants carrying an empty vector, or a plasmid containing either *RPN4* or *RPN4 S214/220A* was tested by plating ten-fold serial dilutions on YPD media at 16, 30 and 37°C and YPD media containing the indicated concentrations of hydroxyurea or formamide.
(PDF)

Table S1 E-MAP profiles of *rpb1-CTD11, 12, 13, 20* and full length mutants.
(XLSX)

Table S2 Gene expression profile of strains containing 11 or 12 heptapeptide repeats with or without deletion of *CDK8* and strains containing 13 or 20 repeats or full length CTD (see attached excel file). M value is the log2 of the ratio between the two samples per gene.
(XLSX)

Table S3 Biological process gene ontology terms enriched in genes with increased or decreased mRNA levels in the *rpb1-CTD11* mutant.
(XLS)

Table S4 Biological Process gene ontology terms enriched in the subset of genes with increased or decreased mRNA levels that were suppressed by loss of *CDK8* in *rpb1-CTD11* mutants.
(XLS)

Table S5 Strains used in this study.
(XLS)

Table S6 Plasmids used in this study.
(XLS)

Table S7 Primers used in this study.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

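The data are gene expression profiles of yeast strains whose RNAPII carries a shortened CTD, with or without *CDK8*, measured on 24 dual-channel microarrays in 9 groups. Wild type had 8 arrays, 4 labelled k1, 2 labelled k2 and 2 labelled k3, and every other group had 2. On each array the sample was compared with a common wild type reference, with the sample in Cy3 on the a array and in Cy5 on the b array. The design text of the deposit gives another order of the dyes than the labels of the samples, and the labels were used. The files give no slide or scan dates, and the strain set used for the arrays is not named in the paper's text.

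The deposited scanner files hold the intensity of every spot, as the mean over its pixels, and the intensity of the local background, with no normalization by the authors. An array has 15552 spots in 48 print blocks, of which 12776 are gene spots, 1872 belong to 14 spiked-in control probes and 904 are empty. The deposited series table holds 1 log2 ratio per spot, which the authors made by print-tip loess with a span of 0.4, with no background subtraction, with absent and nearly saturated spots (signal over 32768) left out of the curve, and with a correction of gene-specific dye bias. Its columns had medians from -0.00938 to 0.0158 and a correlation of 0.378 to 0.874 with the log2 ratio of sample over reference from the scanner signals, positive on every array, so that the direction is sample over reference and the columns are centred; their slope on the values computed here was 0.459 to 0.932, and which part of this comes from the dye bias correction is not known. The deposited table of strains holds the authors' log2 ratio of each group from limma 2.12.0 and its p-value, adjusted by Benjamini-Hochberg. Its control is not named in the file. The copy of Table S2 that could be read was used only for the choice of controls.

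From the intensities, the background was corrected by normexp with an offset of 50, each array was normalized by global loess with a span of 0.3 and weight 0 for control spots, and the 2 spots of a probe were averaged. No spot was left out for saturation. A probe was taken as above background where its signal passed percentile 99 of the empty spots, and a probe above background on no array of a group is given only as a bound there. Of the 6388 gene probes, 5326 have 1 gene name, none has several and 1062 have none, and 5324 of the named probes matched a RefSeq gene. The names stand for 5315 distinct genes, and probes of the same gene were kept apart. All arrays were fitted in limma 3.58.1 under R 4.3.3 with 1 coefficient per group and a dye term. The paper's thresholds, an adjusted p under 0.01 and a fold change over 1.7, define increased and decreased genes, and the paper's p values are read as adjusted. Truncation mutants and *RPB1-CTDWT* were compared with wild type, double mutants with wild type 330 rpm and with their single mutants, and the response to loss of *CDK8* was compared between 11 and 12 repeats by a contrast of the differences. A gene was suppressed if its fold change in *rpb1-CTD11 cdk8Δ* was under 1.1 in the direction of the change in *rpb1-CTD11*. Gene lists were tested with camera, with p values adjusted over the lists of a comparison, and again with an estimated correlation. Beside correlations of profiles, 100 simulated sets of unchanged strains were set against the same wild type arrays. The shift of each chromosome is the median of its genes minus that of all other genes. It was also compared with random sets of genes, and this comparison is not used, because genes of a chromosome that vary together are not independent. The signal level of called genes was compared in 100000 permutations.

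The letters a and b stand for the dye orientation in every group. The correlation across genes of the difference between the a and the b array, between groups, was 0.621 to 0.927 over 28 pairs of groups, with a median of 0.831, and the dye term takes up this shared difference. The genes named in the text are, for each comparison, the 10 with the largest change in each direction among those called and changed the same way in both arrays, every gene the paper names, and up to 4 members of each list with the lowest p in *rpb1-CTD11*. This rule, the lists, the comparisons and the alternatives were written before the data were examined, except that the first lines and the distribution of p in Table S2 had been read.

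The fit was tested on simulated data with known changes in 2 arrays. Of 67 genes changed 1.5-fold, 95.5% passed the adjusted p, and none the fold change threshold; of 67 genes changed 2-fold, 98.5% passed the adjusted p and 80.6% were called; of 66 genes changed 3-fold, 100% were called. The medians recovered were 0.54, 0.91 and 1.45 on the log2 scale, below the values put in, and no unchanged gene was called.

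The alternatives were no background correction, print-tip loess, median centring, normalization to the spiked-in controls, the series table in place of the scanner files, leaving out the 1597 genes with the lowest signal, other controls, no dye term, only the groups compared, averaged wild type arrays, other thresholds, an estimated correlation, other definitions of suppressed genes and leaving out each array. A block for slide or scan was not run, because the files give neither. Profiles of a strain lacking *CDK8* alone, and the ChIP, genetic interaction and reporter experiments, were not analysed here.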

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

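All tests of explanations in this part were chosen after the results were seen.

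Transcripts of the mitochondrial genome, which the paper does not discuss, were very low in *rpb1-CTD11* and *rpb1-CTD12*, with *OLI1* at -5.42 and -5.43. Over all 19 mitochondrial probes, only 5 of which had a bright wild type signal, the shifts were -0.64 and -0.66. Nuclear chromosomes had shifts of -0.08 to 0.07 in any comparison. All 5 mitochondrial transcripts with a bright wild type signal fell by over 2 log2 units in both strains, some of them to background. A loss or large deletion of the mitochondrial genome in these cultures could give such falls. The 5 are *OLI1* and the intron reading frames *AI2*, *AI3*, *AI4* and *AI5_ALPHA*, so they are not 5 independent genes. *COX2*, *BI3* and *COX1* stayed above background in both strains, at -0.07, -0.23 and -0.49 in *rpb1-CTD11*. *COX2* had a wild type level of 7.51, near the 7.47 of *ATP8*, which was at least 2.66-fold lower in that strain. A graded effect of CTD length is argued against by the median of the 5 bright transcripts in *rpb1-CTD13*, which was -0.22. In *rpb1-CTD12* *AI4* was at -4.50 and *OLI1* at -5.43, the 2 of them that stayed above background there. The low level of these transcripts as the whole source of the proteasome rise is argued against by the median of the proteasome genes in *rpb1-CTD11* over *rpb1-CTD12*, 0.37, since they were about as low in both strains. What stays open is why they were not low in the double mutants, at medians of 0.76 and 0.14, since a restoration by loss of *CDK8* and a different history of the cultures were not tested.

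*LYS2* was high in *rpb1-CTD20*, at 3.07, and in every strain with a truncation but not in *RPB1-CTDWT*, and *MET17* was low in *rpb1-CTD12*, at -4.78, and with 13 and 20 repeats but not with 11 or in the double mutants. A graded effect of CTD length on *LYS2* is argued against by this value of 3.07, which belongs to the mildest truncation. A difference in strain genotype at the *LYS2* and *MET17* loci may account for both, and the other lysine synthesis genes, with a median of 0.19 in *rpb1-CTD20*, stayed far below *LYS2*, as such a difference needs. The paper lists strain sets that differ at these loci but its text does not say which were grown, so the genotype stays a hypothesis.

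General stress genes under Msn2 and Msn4 were high in *rpb1-CTD11 cdk8Δ*, at a median of 2.07 over wild type 330 rpm, with 16 of 16 genes higher (camera adjusted p = 8.1e-11, adjusted p = 0.22 with an estimated correlation), *CTT1* at 3.43 and *HSP12* at 3.23. The shaking of the control as the cause is argued against by the median of the list in wild type 330 rpm over wild type, 0.24. The list also had a median of 0.34 in *rpb1-CTD11*, with arrays at 0.885 and -0.173, and of 0.76 in *rpb1-CTD12*, so the CTD truncation may contribute, but as the whole cause it is argued against by the double over the single mutants, with medians of 1.69 and 1.45 and 15 of 16 genes higher in each. An effect of the loss of *CDK8* alone and one of the combination cannot be told apart, because 0 arrays held a strain lacking *CDK8* with a full-length CTD. The authors' column labelled wild type 330 rpm has *SSN3* at -1.62, *RPO21* at 0.09 and *CTT1* at 4.08. For *rpb1-CTD11 cdk8Δ* and *rpb1-CTD12 cdk8Δ* the authors' values were -1.77 and -1.80 for *SSN3*. They were -1.89 and -1.80 for *RPO21* and 3.41 and 3.44 for *CTT1*. A strain lacking *CDK8* with an unaltered *RPO21* could give the values of the column. Its label names another strain, so which strain it holds is not known, and it does not settle this.

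The response to loss of *CDK8* differed between 11 and 12 repeats in 20 genes by the test of the difference, 8 higher and 12 lower, among them *PHO84* at 1.85, *CWP1* at 1.53 and *ATR1* at -0.94, and the count was 37 and 34 without the a or the b array of *rpb1-CTD11* and 45 without the b array of *rpb1-CTD12 cdk8Δ*, but 15 without the b array of *rpb1-CTD11 cdk8Δ*, 9 with no dye term, 5 with the spiked-in controls and 5 with only the groups compared.

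Between the controls, which the paper does not compare, 7 genes were higher and 12 lower in wild type 330 rpm than in wild type, and without its a array these counts were 2 and 6 and without its b array 2 and 5.

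*ASP3-3*, an asparaginase gene outside those the paper discusses, was at -1.38 in *RPB1-CTDWT*, -1.30 in *rpb1-CTD20*, -0.10 in *rpb1-CTD13*, 0.79 in *rpb1-CTD12* and 1.36 in *rpb1-CTD11*. In the double mutants it was at -1.37 with 11 and 0.18 with 12 repeats.

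*MET31* had 1 of the 8 wild type arrays apart from the others, the k1-d array at -0.20 with the others from -0.09 to -0.04, where the gap took 0.676 of the range; this was the only case in 64 sets of values, and chance alone gives 1 in 20, or 3.2.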

How the results depend on the processing

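The alternatives described as added here were chosen after seeing the data, and all others were planned. The directions of the medians for the proteasome, iron and pheromone genes in *rpb1-CTD11* and for the proteasome from the single to the double mutant held in every alternative run; the purine median, at 0.00, changed sign under 4 scalings and was never past the test. The counts in *rpb1-CTD11* stayed within 1.5 times their value except without a fold change threshold. For each change given here the cause was not tested, unless the setting itself names it. With no background correction, with wild type arrays averaged and with print-tip loess without background correction, which was added, every count stayed within 1.5 times its value, every suppressed share within its exact interval and every call on a list on its side of the test. The same held for what was run under the other settings that follow: the counts and shares with unadjusted p, 4 counts of the double over the single mutants and the proteasome median with 11 repeats with each mutant against its own control, and the shares alone with the genes called in *rpb1-CTD12* and with *rpb1-CTD12 cdk8Δ* in place of *rpb1-CTD11 cdk8Δ*.

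With the spiked-in controls, increased genes numbered 22 in *rpb1-CTD12*, 1 in *rpb1-CTD13*, 79 in *rpb1-CTD11 cdk8Δ* and 97 in *rpb1-CTD12 cdk8Δ*, and decreased genes 481 in *rpb1-CTD13* and 35 in *rpb1-CTD12 cdk8Δ*; lower genes numbered 54 and 20 in the double over the single mutants with 11 and 12 repeats and 1 in wild type 330 rpm over wild type; the responses differed in 5 genes, and 71.0% of increased genes were suppressed. The median of all genes moved to 0.28 in wild type 330 rpm over wild type, and the share of higher among called genes from 36.8% to 90.0%. With median centring 3 genes were increased in *rpb1-CTD20*. The pheromone median lost its call at -0.166 with print-tip loess, -0.195 with the spiked-in controls, -0.28 without the 1597 dimmest genes, -0.163 with the series table, -0.131 with *RPB1-CTDWT* as the control and -0.177 with an estimated correlation (adjusted p of 0.010 to 0.24), and the iron median, -0.284, lost it with an estimated correlation alone (0.28). Without these, which left 4791 genes, 3 genes were higher in wild type 330 rpm. With no dye term, that is no replicate block, 1 gene was increased and 14 decreased in *rpb1-CTD13*, 6 were lower in wild type 330 rpm and the responses differed in 9; the other counts stayed within 1.5 times their value and no call on a list changed, while 22 values of named genes fell short of the test. With only the groups compared, the responses differed in 5.

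Without a fold change threshold, increased and decreased genes numbered 1551 and 1588 in *rpb1-CTD11*, 1185 and 1114 in *rpb1-CTD12*, 97 and 277 in *rpb1-CTD13*, 11 and 13 in *rpb1-CTD20*, 1 and 8 in *RPB1-CTDWT*, 972 and 844 in *rpb1-CTD11 cdk8Δ*, 995 and 718 in *rpb1-CTD12 cdk8Δ*, 1257 and 1209 in the double over the single mutant with 11 repeats, 1117 and 950 with 12, and 157 and 128 in wild type 330 rpm over wild type; the responses differed in 146, and 62.1% of increased and 62.0% of decreased genes were suppressed. With wild type 330 rpm as the control, they numbered 11 and 44 in *rpb1-CTD13*, 9 and 18 in *rpb1-CTD20* and 6 and 17 in *RPB1-CTDWT*. With *RPB1-CTDWT* as the control, they were 6 and 8 in *rpb1-CTD13*, 1 gene was decreased in *rpb1-CTD20*, and 56.3% of increased genes were suppressed. With wild type as the control of the double mutant this share was 34.4%, and with suppression as under 1.1-fold in either direction the shares were 29.2% and 14.7%. With named probes only, which was added, 58 genes were increased in *rpb1-CTD12*, 2 were decreased in *rpb1-CTD20* and 2 in *RPB1-CTDWT*, and 59 were lower in *rpb1-CTD12 cdk8Δ* over *rpb1-CTD12*. Without mitochondrial genome, marker and ASP3 genes, also added, 0 genes were increased and 3 decreased in *rpb1-CTD20*.

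Leaving out each array in turn, where a lone array is assumed to vary like the other groups, the counts of increased and decreased genes ranged over 130 to 205 and 91 to 119 in *rpb1-CTD11*, 80 to 114 and 37 to 41 in *rpb1-CTD12*, 1 to 3 and 14 to 25 in *rpb1-CTD13*, 1 to 2 and 5 to 7 in *rpb1-CTD20*, 0 to 1 and 4 to 5 in *RPB1-CTDWT*, 144 to 153 and 80 to 85 in *rpb1-CTD11 cdk8Δ*, 146 to 172 and 51 to 65 in *rpb1-CTD12 cdk8Δ*, 181 to 248 and 142 to 148 in the double over the single mutant with 11 repeats, 168 to 189 and 64 to 101 with 12, and 2 to 9 and 5 to 17 in wild type 330 rpm over wild type, and the responses differed in 15 to 45 genes. The suppressed shares ranged over 41.5% to 54.6% and 42.0% to 51.0%, and the medians over 0.827 to 0.858 for the proteasome, -0.341 to -0.227 for iron, -0.0343 to 0.00757 for purine synthesis, -0.200 to -0.174 for the pheromone response and -0.587 to -0.573 for the proteasome from single to double mutant. The pheromone call was lost without the b array of *rpb1-CTD11* (adjusted p = 0.011). In *rpb1-CTD13* the counts were 1 and 14 without the a array and decreased genes 14 without the b array, and without their b arrays 2 genes were increased in *rpb1-CTD20* and 1 in *RPB1-CTDWT*.

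Of the values of named genes under the alternatives, 13132 kept their direction and side of the test, 257 fell short of it, 64 newly passed it and 3 changed direction: *PHO84* in *rpb1-CTD13* at -0.27 with wild type 330 rpm as the control, and *ASP3-3* at 0.0766 and the unnamed probe SCAB004047 at 0.0403 in *rpb1-CTD20* with *RPB1-CTDWT* as the control. Of the values of profile correlations 196 moved by less and 44 by more than the spread between replicates. A block for slide or scan was not run. Signal over background limits little, since at least 93.0% of probes lay above background on every array.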

Differences from the paper's values

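The paper gives 24% as the share of decreased genes in *rpb1-CTD11* that were restored in *rpb1-CTD11 cdk8Δ*, and the share computed here was 46.3%. None of the alternatives set before the data were examined gave a share within 1.5 times of the paper's; the values ran from 14.7% with suppression as under 1.1-fold in either direction to 62.0% without a fold change threshold. The share of increased genes, 46.1% here, did not differ by that measure from the paper's 45%.

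The paper states that most of the increased genes were restored and that few of the decreased ones appeared to be suppressed. It also reports that Rpb3 occupancy returned close to wild type at the increased genes but not at the decreased ones, which was not analysed here. Here the suppressed shares of the decreased and increased genes were 46.3% and 46.1%. Checks added after the data were seen used arrays that did not select the genes. From *rpb1-CTD12* to *rpb1-CTD12 cdk8Δ*, 53 of the 95 decreased genes rose at the adjusted p and 11 fell. Of the 154 increased genes 101 fell and 9 rose, where 32.4% of all genes passed. Of the genes called in *rpb1-CTD12*, 24 of 41 decreased genes rose and 5 fell from *rpb1-CTD11* to *rpb1-CTD11 cdk8Δ*. Of 103 increased genes 28 fell and 16 rose, where 38.6% of all genes passed. In both pairs transcripts of the mitochondrial genome differed too, which these checks do not separate from loss of *CDK8*. Of the 44 suppressed decreased genes, 9 are transcripts of the mitochondrial genome, for which a restoration by loss of *CDK8* and a different history of the cultures were not told apart; without them, which was tried after seeing the data, the suppressed share of the decreased genes was 40.7%. Counting only genes within 1.1-fold in either direction, the shares were 14.7% of the decreased and 29.2% of the increased genes.

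The paper names purine metabolism among the decreased groups. The purine synthesis list had a median of 0.00 in *rpb1-CTD11*, with 2 genes higher and 1 lower, while all 4 genes of GMP synthesis, another part of purine metabolism, fell, at a median of -0.93.

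The paper places proteasome genes among the suppressed ones. Of 28 increased proteasome genes 4 were under 1.1-fold in *rpb1-CTD11 cdk8Δ*, as were 3 of 5 increased assembly and associated factors and 4 of 9 increased genes of the ubiquitin and Cdc48 pathway, while all 33 measured genes were lower in the double than in the single mutant.

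The paper states that Gcn4 is linked to the increased genes but not to the suppressed ones. Of 6 increased amino acid synthesis genes under Gcn4, 5 were suppressed here, and of 3 increased arginine synthesis genes 1 was. The paper's link comes from enrichment of transcription factors over its whole gene sets, which was not repeated here. It also reports that deleting *GCN4* did not change the suppression of growth defects. Counts of pathway genes are another measure and do not test either statement.

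The paper reports, from its expression profiles and from RT-qPCR not analysed here, that *RPN4* mRNA was not significantly altered. Here it was higher by 0.35 in *rpb1-CTD11* (adjusted p = 0.00054) and by 0.56 in *rpb1-CTD11 cdk8Δ* (adjusted p = 0.00011), both below the fold change of 1.7 that the paper asks for.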

Other observations

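No explanation is tested in this part, and the groups of unnamed probes and the authors' column were looked at after the results were seen.

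Respiration genes moved in opposite directions in the single and double mutants. With 11 repeats *OLI1* of the mitochondrial genome was at -5.42 in the single and 0.98 in the double mutant, each over its own control. Wild type 330 rpm was itself at -0.79 over wild type in this gene. Over wild type, the arrays of *rpb1-CTD11 cdk8Δ* were at 0.21 and 0.18, within the range of the wild type arrays, so *OLI1* was not low there rather than raised. In *rpb1-CTD11 cdk8Δ*, 24 of 25 nuclear genes of the respiratory chain were higher than in wild type 330 rpm and none lower, at a median of 0.73 (camera adjusted p = 8.5e-16, adjusted p = 0.11 with an estimated correlation), and from the single to the double mutant all 25 rose, at a median of 1.12 (camera adjusted p = 1.2e-17, adjusted p = 0.11 with an estimated correlation), with *QCR10*, of the cytochrome bc1 complex, at 1.49 (SE 0.068, adjusted p = 4.2e-12) and *QCR6* at 1.17. In *rpb1-CTD12 cdk8Δ* 22 were higher, at a median of 0.57 (camera adjusted p = 1e-11, adjusted p = 0.19 with an estimated correlation). The hexose transporter gene *HXT6* was at 1.42 with 11 and 1.38 with 12 repeats. Of 13 phosphate regulon genes 10 fell in *rpb1-CTD11 cdk8Δ* and 1 rose, at a median of -0.30 (camera adjusted p = 0.00019, adjusted p = 0.033 with an estimated correlation), and 8 fell and 1 rose in *rpb1-CTD12 cdk8Δ*, at -0.26 (camera adjusted p = 0.00095, adjusted p = 0.11 with an estimated correlation). This list was also higher in wild type 330 rpm than in wild type, at a median of 0.12 (camera adjusted p = 0.00042, adjusted p = 0.080 with an estimated correlation). From the single to the double mutant its median was -0.10 with 11 repeats (camera adjusted p = 0.22) and -0.27 with 12 (camera adjusted p = 0.00018). *PHO84* was lower by 2.10 (SE 0.23, adjusted p = 9.9e-07) in *rpb1-CTD11 cdk8Δ* than in wild type 330 rpm, and by 0.89 (adjusted p = 0.00046) with wild type as the control. In *rpb1-CTD12*, 13 of 16 general stress genes rose and none fell, at a median of 0.76 (camera adjusted p = 2e-04, adjusted p = 0.52 with an estimated correlation).

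The wild type controls differed in a small set of genes. In wild type 330 rpm, *HSP30*, a plasma membrane heat shock protein, was higher by 1.94 (SE 0.26, adjusted p = 0.00019), *HSP26* by 1.57 (SE 0.30, adjusted p = 0.0029) and *PHO84* by 1.21 (SE 0.18, adjusted p = 0.00051), while *NCE103* was lower by 1.73 (SE 0.12, adjusted p = 1e-07), *PYC1*, the pyruvate carboxylase, by 1.01, and the biotin genes *BIO5* and *BIO3* by 0.98 and 0.91. The genes of the mitochondrial genome had a shift of -0.39 in this comparison, and *OLI1* alone ranged from -0.32 to 0.47 over the wild type arrays.

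Of the genes increased in *rpb1-CTD12*, 45 are probes without a gene name, and 27 of them moved together over the 24 arrays, with r of at least 0.972 between any pair. They are bright, at a median log2 signal of 12.6 against 9.15 for all probes, and their median was 1.37 in *rpb1-CTD12*, 0.46 in *rpb1-CTD11*, -0.54 in *rpb1-CTD13*, -0.67 in *rpb1-CTD20* and -0.48 in *RPB1-CTDWT*.

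The genes increased in *rpb1-CTD11* had a mean log2 signal of 10.49 (SD 1.65, n = 154) in wild type and the decreased genes 10.60 (SD 1.74, n = 95), against 9.58 for all genes; the difference between the sets was -0.10 (permutation test, p = 0.64). Transcription frequencies and half-lives were not used here, and signals of different probes are not levels of their mRNAs.

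The authors' deposited table of strains covers 6182 probes. Its columns correlated across genes with the values computed here at 0.917 to 0.985 for the mutants, and it holds 141 increased and 95 decreased genes in *rpb1-CTD11* at the paper's thresholds, of which 124 and 79 were called here. By its values 46.1% of the increased and 40.0% of the decreased genes were under 1.1-fold in the direction of the change in *rpb1-CTD11 cdk8Δ*, and 31.2% and 15.8% within 1.1-fold in either direction. Its column labelled wild type 330 rpm has 245 increased and 33 decreased genes, with *SSN3* at -1.62, *LYS2* at 2.35, *MET17* at -4.46, *CTT1* at 4.08 and *RPO21* at 0.09, and correlated at 0.293 with the wild type 330 rpm arrays, where *SSN3* had -0.10, *LYS2* -0.14 and *CTT1* 0.05, and at 0.888 with *rpb1-CTD12 cdk8Δ*. The column thus does not match the arrays of its label, and which strain it holds is not known.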
